# SLUG/SNAI2 and Tumor Necrosis Factor Generate Breast Cells With CD44+/CD24- Phenotype

**DOI:** 10.1186/1471-2407-10-411

**Published:** 2010-08-06

**Authors:** Poornima Bhat-Nakshatri, Hitesh Appaiah, Christopher Ballas, Patricia Pick-Franke, Robert Goulet, Sunil Badve, Edward F Srour, Harikrishna Nakshatri

## Abstract

**Background:**

Breast cancer cells with CD44+/CD24- cell surface marker expression profile are proposed as cancer stem cells (CSCs). Normal breast epithelial cells that are CD44+/CD24- express higher levels of stem/progenitor cell associated genes. We, amongst others, have shown that cancer cells that have undergone epithelial to mesenchymal transition (EMT) display the CD44+/CD24- phenotype. However, whether all genes that induce EMT confer the CD44+/CD24- phenotype is unknown. We hypothesized that only a subset of genes associated with EMT generates CD44+/CD24- cells.

**Methods:**

MCF-10A breast epithelial cells, a subpopulation of which spontaneously acquire the CD44+/CD24- phenotype, were used to identify genes that are differentially expressed in CD44+/CD24- and CD44-/CD24+ cells. Ingenuity pathway analysis was performed to identify signaling networks that linked differentially expressed genes. Two EMT-associated genes elevated in CD44+/CD24- cells, SLUG and Gli-2, were overexpressed in the CD44-/CD24+ subpopulation of MCF-10A cells and MCF-7 cells, which are CD44-/CD24+. Flow cytometry and mammosphere assays were used to assess cell surface markers and stem cell-like properties, respectively.

**Results:**

Two thousand thirty five genes were differentially expressed (p < 0.001, fold change ≥ 2) between the CD44+/CD24- and CD44-/CD24+ subpopulations of MCF-10A. Thirty-two EMT-associated genes including SLUG, Gli-2, ZEB-1, and ZEB-2 were expressed at higher levels in CD44+/CD24- cells. These EMT-associated genes participate in signaling networks comprising TGFβ, NF-κB, and human chorionic gonadotropin. Treatment with tumor necrosis factor (TNF), which induces NF-κB and represses E-cadherin, or overexpression of SLUG in CD44-/CD24+ MCF-10A cells, gave rise to a subpopulation of CD44+/CD24- cells. Overexpression of constitutively active p65 subunit of NF-κB in MCF-10A resulted in a dramatic shift to the CD44+/CD24+ phenotype. SLUG overexpression in MCF-7 cells generated CD44+/CD24+ cells with enhanced mammosphere forming ability. In contrast, Gli-2 failed to alter CD44 and CD24 expression.

**Conclusions:**

EMT-mediated generation of CD44+/CD24- or CD44+/CD24+ cells depends on the genes that induce or are associated with EMT. Our studies reveal a role for TNF in altering the phenotype of breast CSC. Additionally, the CD44+/CD24+ phenotype, in the context of SLUG overexpression, can be associated with breast CSC "stemness" behavior based on mammosphere forming ability.

## Background

Cancer stem cell theory proposes that cancers may arise from malignant transformation of normal stem/progenitor cells. Alternatively, cellular plasticity and/or the tumor microenvironment may permit mature/differentiated cells to acquire a stem/progenitor phenotype [1-6]. Tumorigenic stem/progenitor cells have been documented in hematologic malignancies as well as in solid tumors, although correct terminology for these cells (cancer stem cells versus tumor initiating cells) is still a matter of debate [7-9]. Several studies implicate a subset of human breast cancer cells with an enhanced ability to form tumors in immunocompromised mice [10,11]. This subpopulation of cells also demonstrated the capacity for self-renewal and generation of heterogeneous progeny. At present, two distinct cell types have been described as CSCs for breast cancer. Cancer cells that display the cell surface marker profile of CD44^+^/CD24^-^/Lineage^- ^were the first described tumorigenic progenitor cell types for breast cancer [10]. NOD/SCID mice implanted with as few as 200 CD44+/CD24- cells form tumors. In addition, disseminated cancer cells in bone marrow with CD44+/CD24- phenotype have been identified in patients, although the prognostic relevance of this is as yet unclear [12-14]. Signaling pathways implicated in self-renewal and survival of normal organ-specific stem cells and embryonic stem cells, such as Hedgehog, Notch and Wnt/β-catenin, may be involved in maintaining "stemness" of CD44+/CD24-/lineage- cells [15-18]. The gene expression pattern of CD44+/CD24- CSCs is more similar to normal CD44+/CD24- breast epithelial cells than to CD44-/CD24+ cells isolated from tumors [19]. Recent studies have demonstrated enrichment of CSC gene expression signature in breast cancers that are classified as Claudin-low subtype [20]. We demonstrated that breast cancer cells with CD44+/CD24- phenotype express elevated levels of invasion-associated genes and are invasive but this phenotype is not a requisite for homing and growth at sites of metastasis [21]. In subsequent studies, normal and cancerous breast epithelial cells expressing higher levels of aldehyde dehydrogenase 1 (ALDH1) were described as normal and tumorigenic stem/progenitor cells [22]. Functional assays revealed ALDEFLUOR-positive cells (aldefluor staining provides indirect estimation of all ALDHs in cells) to be highly tumorigenic relative to ALDEFLUOR-negative cells. Moreover, the most tumorigenic phenotype identified was ALDEFLUOR+/CD44+/CD24- cells [22]. Additional refinement of the breast cancer stem cell phenotype has been described recently [23].

During our analysis of breast cancer cell lines for subpopulations with the CD44+/CD24- phenotype, we observed that almost all cell lines with a CD44+/CD24- subpopulation were basal breast cancer cells that had undergone epithelial to mesenchymal transition (EMT) [21]. Others have also reported enrichment of cells with the CD44+/CD24- phenotype in basal-like breast tumors [14]. EMT is a developmental process during which epithelial cells acquire a fibroblastoid and invasive phenotype, down-regulate epithelial-specific proteins, and induce various mesenchymal proteins [24]. There are specific changes in the gene expression profile during EMT. These include expression of vimentin and loss of E-cadherin expression; the change in expression of both of these markers has been associated with poor prognosis in breast cancer [25-27]. Activation of oncogenic and receptor tyrosine kinase pathways such as Ras and Src, or signaling through transforming growth factor beta (TGFβ), hepatocyte growth factor (HGF) and platelet derived growth factor (PDGF) can trigger EMT [24,28]. These signaling pathways induce the expression of the SNAIL family of transcription repressors, which reduce E-cadherin expression [29]. SNAIL family members involved in initiation and/or maintenance of EMT include SNAIL-1 [30,31], Snai2/SLUG [32,33], E12/E47 [34], ZEB-1/ZFHX1A [35], ZEB-2/ZFXH1B/Smad-Interacting Protein (SIP1) and TWIST [36].

Recent studies have shown that some members of the SNAIL family confer an EMT phenotype to breast epithelial cells, which correlates with cells changing phenotype from CD44-/CD24+ to CD44+/CD24- [37,38]. However, it is not known whether all genes that induce EMT confer a CD44+/CD24- phenotype to breast epithelial cells or if all breast epithelial subtypes are equally susceptible to such EMT-mediated phenotypic change.

In this study we have utilized the basal cell phenotype MCF-10A breast epithelial cell line [39] to study the association between CD44+/CD24- and the EMT phenotype. Although the majority of MCF-10A cells are CD44-/CD24+ or CD44+/CD24+, a fraction of these cells are CD44+/CD24-. Gene expression analysis of CD44+/CD24- cells compared to CD44-/CD24+ cells revealed increased expression of 32 EMT associated genes including SLUG, ZEB-1, ZEB-2, Hedgehog signaling associated gene Gli-2, and the metastasis-associated gene SATB-1. Transgenic overexpression studies showed that only SLUG had the capacity to alter the phenotype of CD44-/CD24+ MCF-10A cells to induce a subpopulation of CD44+/CD24- cells. However, transgenic overexpression of SLUG in the luminal type breast cancer cell line, MCF-7, generated cells with a CD44+/CD24+ phenotype, suggesting that basal cell types but not luminal cell types are susceptible to EMT associated acquisition of CD44+/CD24- phenotype. Additionally, only specific EMT associated genes induced a CD44+/CD24- phenotype in MCF-10A cells. For example, overexpression of the NF-κB subunit of p65 upregulates expression of ZEB-1 and ZEB-2 genes [40], and this resulted an increase in the percent of CD44+/CD24+ MCF-10A cells but not the percent of CD44+/CD24- cells.

## Methods

### Cell lines, plasmids, reagents, and retroviral vector transduction

MCF-7, MCF-10A and Ampho-phoenix cells were maintained as described previously [40,41]. All experiments were done with cells of similar confluence, except in case of TNF treated cells, which were always less dense compared to control cells at the time of harvest. MCF-10Ap65 cells have been described previously [40]. The bicistronic retrovirus vector pcQXIP (Clontech, CA) was used to generate MCF-10A cells overexpressing Ras (Clontech, CA). SLUG and Gli-2 cDNAs were generous gifts from Drs. E. R. Fearon (University of Michigan) [33], and H. Sasaki (Osaka University) [42], respectively. SATB-1 cDNA was purchased from Origene Technologies, Inc (Rockville, MD). The SLUG and SATB-1 cDNA was cloned into pcQXIN to generate supernatant containing retroviral vector. Packaging of retroviral vector particles, transduction, and selection of transduced cells have been described previously [40,41]. Tumor necrosis factor (TNF) was purchased from R&D Systems (Minneapolis, MN, USA).

### Matrigel and Mammosphere assays

Matrigel assay was performed as described previously [40]. Briefly, cells were plated on matrigel in eight-well chamber slides for 10 days. Matrigel was fixed overnight in formalin and embedded on histogel as described previously [40]. For the mammosphere assay, one hundred thousand cells were plated on ultralow adherent plates in serum free media with methylcellulose and supplements as described previously [38]. After 10 days of culturing, mammospheres in 10 independent microscopic fields were enumerated. Alternatively, media with mammospheres were collected, washed in PBS, resuspended in two ml PBS and large colonies were counted using a hemocytometer and expressed as number of mammospheres per 100,000 cells.

### Electrophoretic mobility shift assay (EMSA)

Whole cell lysates prepared from MCF-10A, CD44+/CD24-, and CD44-/CD24+ cells were subjected to EMSA as described previously [43]. For supershift assays, DNA:protein complexes were incubated with antibodies for ten minutes before electrophoresis. An antibody against p65 was from Millipore Corporation (Billerica, MA, USA), whereas p50 and p52 antibodies were from Santa Cruz Biotechnology (Santa Cruz, CA, USA). DNA binding activities of Oct-1 and SP-1 in these extracts were measured as controls. All oligonucleotide probe DNAs were purchased from Promega Corporation (Madison, Wisconsin, USA).

### Flow cytometric sorting of CD44+/CD24- and CD44-/CD24+ MCF-10A cells and additional flow cytometry analyses

Cells were incubated with FITC conjugated CD44 and PE conjugated CD24 antibodies (BD Biosciences, San Jose, CA, Catalogue number 555478 and 558428, respectively) as described previously [21]. Cells were sorted by flow cytometry and sorted cells were grown in culture for three days before RNA preparation. The same antibodies were used for characterizing cells under different treatment conditions. Note that all flow cytometry data presented here included isotype controls, individual antibody, and combination of antibodies. To conserve space, data from CD44 and CD24 antibody combination only are presented in some figures.

### Microarray analysis

For each experimental condition, four independent samples of total RNA were prepared using RNAeasy kits (Qiagen, Valencia, CA, USA) according to the manufacturer's instructions. Microarray hybridization using Affymetric Human Genome HG 133 plus 2 GeneChip and statistical analysis was performed as previously described [44]. Briefly, data were extracted using the MicroArray Suite 5 (MAS5) algorithm and exported into MicroArray Data Portal for analysis and linking to bioinformatics resources. Prior to analysis, probe sets that were not called present in at least half of the arrays in at least one experimental condition were removed; this procedure reduced the number of false positives. The MAS5 signals (expression values) were log transformed, and differences in gene expression between CD44+/CD24- and CD44-/CD24+ cells were identified by Welch's *t*-tests. The gene expression array data have been submitted to the Gene Expression Omnibus (GEO) database http://www.ncbi.nlm.nih.gov/geo/ under the accession number GSE15192.

### Reverse transcription polymerase chain reaction (RT-PCR)

The one step RT-PCR kit from Invitrogen Corporation (Carlsbad, CA, USA) was used to perform RT-PCR according to the manufacturer's instructions. RT-PCR (Usually at 60°C annealing and 72°C amplification) cycles varied between primer sets to ensure that amplification has not reached saturation level. Quantitative RT-PCR using SyberGreen on a TaqMan 7900HT instrument (Applied Biosystems, Carlsbad, CA, USA) was performed according to the manufacturer's instructions in order to measure SLUG expression in MCF-10A cells. Additional file 1, Table S1 contains the primer sequences used.

### Antibodies and Western blot analysis

Antibodies against E-cadherin (BD Biosciences), N-cadherin (Cell Signaling Technologies, Danvers, MA, USA), vimentin (Sigma, St. Louis, MO, USA), alpha smooth muscle actin (αSMA) (Sigma), and beta-actin (Sigma) were used for western blot analyses as per instructions from manufacturers. Cell lysate preparations in radioimmunoassay buffer and blotting conditions have been described previously [40].

### Cell proliferation assay

Cell proliferation assays were performed in 96-well plates and rate of proliferation was measured using bromodeoxyuridine-ELISA assay (EMD Biosciences, San Diego, CA, USA). One thousand cells were plated on day one and proliferation rate was measured at days four and six.

## Results

### Significant gene expression differences between the CD44+/CD24- and CD44-/CD24+ subpopulations of MCF-10A cells

MCF-10A cells were originally isolated from fibrocystic disease and are believed to contain stem/basal/myoepithelial cells [39,45,46]. Depending on confluency of plating, a subpopulation of these cells spontaneously acquires CD44+/CD24- phenotype [47]. Three distinct subpopulations could be detected with these cells; CD44+/CD24-, CD44+/CD24+, and CD44-/CD24+ (Figure 1A). Isolated CD44+/CD24- MCF-10A cells displayed a density dependent growth rate: growth was slower than CD44-/CD24+ cells in 100 mm plates (Figure 1B) but faster in 96 well plates compared to unsorted, CD44-/CD24+ or CD44+/CD24+ cells under same growth conditions (Figure 1C). In general, CD44+/CD24+ cells were difficult to grow; therefore, only a limited number of studies were performed with these cells. In matrigel, CD44+/CD24- cells formed larger acini compared to CD44-/CD24+ cells (Figure 1B).

**Figure 1:**
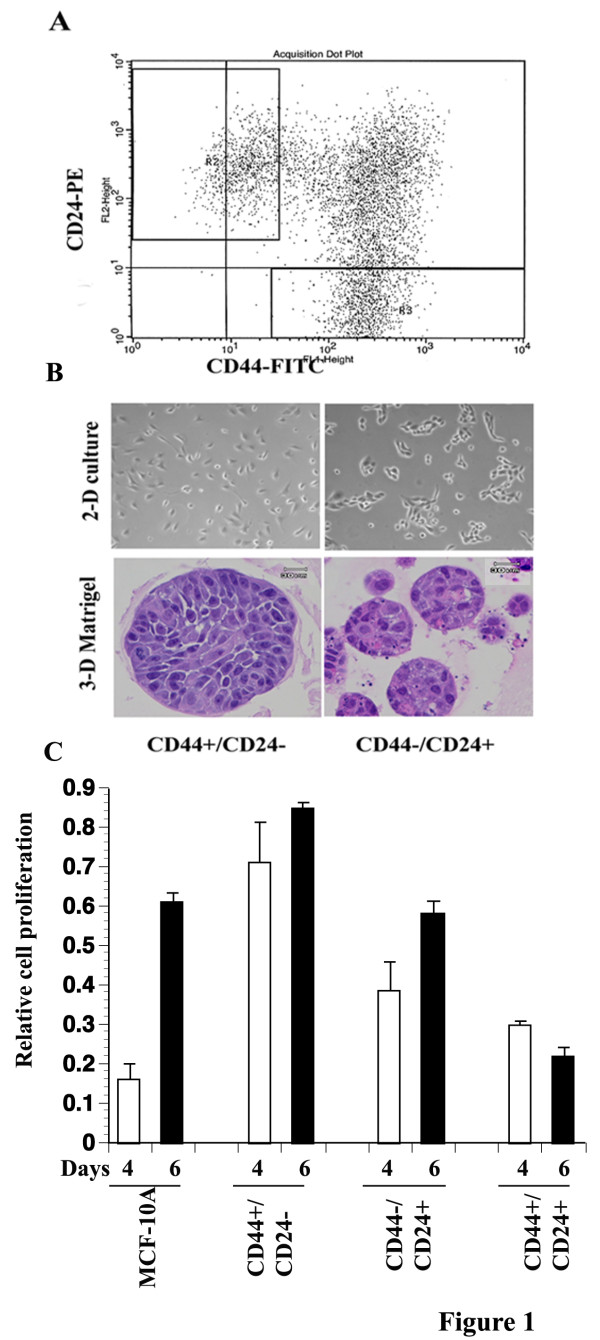
**Growth properties of the CD44+/CD24- and CD44-/CD24+ subpopulations of MCF-10A cells**. A) Flow cytometric analysis of MCF-10A cells labeled with CD44-FITC and CD24-PE antibodies. Total MCF-10A cells can be divided into three distinct subpopulations: CD44+/CD24-, CD44-/CD24+, and CD44+/CD24+. B) Representative growth characteristics of CD44+/CD24- and CD44-/CD24+ cells in 2 D culture (top panel) and 3D-matrigel cultures. Hematoxylin & Eosin staining was performed to characterize cells grown in matrigel. C) Proliferation rate of CD44+/CD24-, CD44-/CD24+, and CD44+/CD24+ cells. Proliferation rate was measured using bromodeoxyuridine incorporation assay. Representative data from two experiments, both done in duplicate with eight wells per cell type, are shown.

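MCF-10A is a spontaneously immortalized, non-tumorigenic line of human breast epithelial cells. Cells of this line were sorted by flow cytometry on the surface proteins CD44 and CD24 and then kept in culture, for 3 days according to the methods and for 4 days according to the sample labels, before RNA was prepared. RNA from 4 independent samples of CD44+/CD24- cells and 4 of CD44-/CD24+ cells was hybridized to Affymetrix human genome arrays, 1 array per sample. Whether these were separate cultures is not given in the sources used here, so the p-values measure the spread between these samples, which may be technical. The authors extracted 1 MAS5 signal per probe set, an intensity on a linear scale. Each array had been scaled to the same average, since the mean of its signals without the highest and lowest 2% lay between 999.8 and 999.9 on every array. The median signal was 117 to 128 on the CD44+/CD24- arrays and 116 to 129.7 on the CD44-/CD24+ arrays. Across probe sets, log2 signals correlated at r = 0.961 to 0.965 between CD44+/CD24- arrays, 0.956 to 0.964 between CD44-/CD24+ arrays and 0.849 to 0.856 between the populations. Of 54675 probe sets, 30658 had a signal above the array median on at least 2 of the 4 arrays of a population and were tested with limma on log2 signals, with Benjamini-Hochberg adjustment. A difference was called at an adjusted p under 0.05 and a change of at least 2-fold, and log2 fold changes are CD44+/CD24- minus CD44-/CD24+. Each gene was represented by its probe set with the highest mean log2 signal, which gave 13234 genes. Where a population lay at or under the array median on all 4 arrays, the fold is given as a lower bound, with signals under the median raised to it. The precision of every value is limited by the 4 arrays per population.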

To determine the differential gene expression pattern in CD44+/CD24- and CD44-/CD24+ cells of this immortalized but not transformed cell line we performed microarray analysis. The analysis was performed in quadruplicate. 

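Among the genes with the largest increases in CD44+/CD24- cells, AKAP12, a scaffold protein of protein kinase A, had a signal of 32877 ± 1444 (SD, n = 4) in CD44+/CD24- cells and 166 ± 48.8 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 7.67, standard error 0.18, adjusted p = 1.5e-07). Clusterin (CLU), a secreted chaperone, was 63.2-fold higher and the methionine sulfoxide reductase MSRB3 was 60.8-fold higher in CD44+/CD24- cells. The basement membrane protein nidogen-2 (NID2) was at least 88.2-fold higher, at a signal of 10715 ± 432 (SD, n = 4) in CD44+/CD24- cells and 42.2 ± 46.9 (SD, n = 4) in CD44-/CD24+ cells, and DPYSL3 was at least 80.8-fold higher. NID2 was not called by the methods' t-test at an unadjusted p under 0.001. In the other direction, carbonic anhydrase 2 (CA2) had a signal of 169 ± 20.8 (SD, n = 4) in CD44+/CD24- cells and 40941 ± 9264 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change -7.90, standard error 0.17, adjusted p = 1.0e-07). FXYD3, a regulator of the sodium pump, had a log2 fold change of -7.98 (standard error 0.14). Without any 1 CD44-/CD24+ array, another probe set of FXYD3 had the highest mean, and the value then lay between -4.73 and -4.67. AZGP1 was at least 113-fold lower in CD44+/CD24- cells, the lipase-related gene PNLIPRP3 at least 87.9-fold and PPP1R14C, an inhibitor of protein phosphatase 1, at least 85.0-fold. In all, 1384 genes were called higher in CD44+/CD24- cells and 1178 were called lower. Counted by probe set, 3175 were higher and 2362 lower. In 7266 of the 13234 genes tested, the 4 values of a population all lay on the same side of the 4 values of the other, an arrangement that chance gives to 2.86% of genes. It held for 2488 of the called genes. For 602 of the called genes, a population lay at or under the array median on all 4 arrays, so that only a bound of the fold can be given. With no minimum fold, 3429 genes were called higher and 3763 lower.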

Two thousand thirty five genes were expressed differentially between the two cell types when the expression differential had a p < 0.001 (Welch's t-test), a fraction of at least 0.5 and an absolute expression level difference of ≥ 2-fold (Additional file 2, Table S2). Among them, 1145 genes showed relatively increased expression in CD44+/CD24- cells. For example, the expression of lumican and connexin-43 were higher by more than 350-fold in CD44+/CD24- cells compared to CD44-/CD24+ cells. In contrast, CD44-/CD24+ cells expressed more than 100-fold higher levels of several members of kallikrein family (5, 7 and 10), E-cadherin, and P-cadherin. 

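Genes of the extracellular matrix were among those with the largest increases, and genes of the contractile cytoskeleton were also higher. Of 28 measured collagen and matrix genes, 21 were higher in CD44+/CD24- cells, 6 were not called and only tenascin C (TNC), a matrix glycoprotein, was lower (the counts were the same when adjusted over the list alone). The collagen gene COL3A1 was at least 142-fold higher, at a signal of 17218 ± 614 (SD, n = 4) in CD44+/CD24- cells and 58.7 ± 31.9 (SD, n = 4) in CD44-/CD24+ cells. COL1A1 was 123-fold higher (log2 fold change 6.94, standard error 0.17, adjusted p = 1.8e-07), COL1A2 94.2-fold, the proteoglycan versican (VCAN) 57.7-fold and decorin (DCN) 42.6-fold. SULF1, which removes sulfate groups from heparan sulfate, was at least 53.2-fold higher. For TNC the log2 fold change was -2.27 (standard error 0.23, adjusted p = 1.5e-04). The median log2 fold change of the list was 3.73, or 3.26 with genes at their bound. The list as a whole was higher relative to the other genes (camera, adjusted p = 1.8e-11). This list, and the others not taken from the paper, were written after Table S2 had been read. Their tests are therefore not fully independent of the study's results on these samples. Of 10 genes of the contractile and mesenchymal cytoskeleton, 7 were higher, none was lower and TPM1, CALD1 and DES were not called, at log2 fold changes of 0.60, 0.17 and -0.45 (the same numbers when adjusted over the list alone, camera adjusted p = 1.3e-05). Vimentin (VIM), the intermediate filament of mesenchymal cells, had a signal of 51069 ± 2202 (SD, n = 4) in CD44+/CD24- cells and 1581 ± 80.5 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 5.01, standard error 0.07, adjusted p = 5.0e-08). The myosin light chain gene MYL9 was 23.3-fold higher, transgelin (TAGLN) 10.6-fold, the kinase MYLK 8.97-fold and alpha smooth muscle actin (ACTA2) 3.23-fold. Among 14 measured markers of fibroblasts, 11 were also higher, THY1 was lower and DDR2 and FAP were not called, at 0.61 and 0.32 (adjusted over the list alone the counts were equal, camera adjusted p = 2.9e-06). THY1, at a log2 fold change of -1.10, lost its call without CD44+/CD24- replicate 2 (-0.79) and without CD44-/CD24+ replicates 1 or 4 in turn (adjusted p = 0.054 and 0.057).

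**Figure D1:**
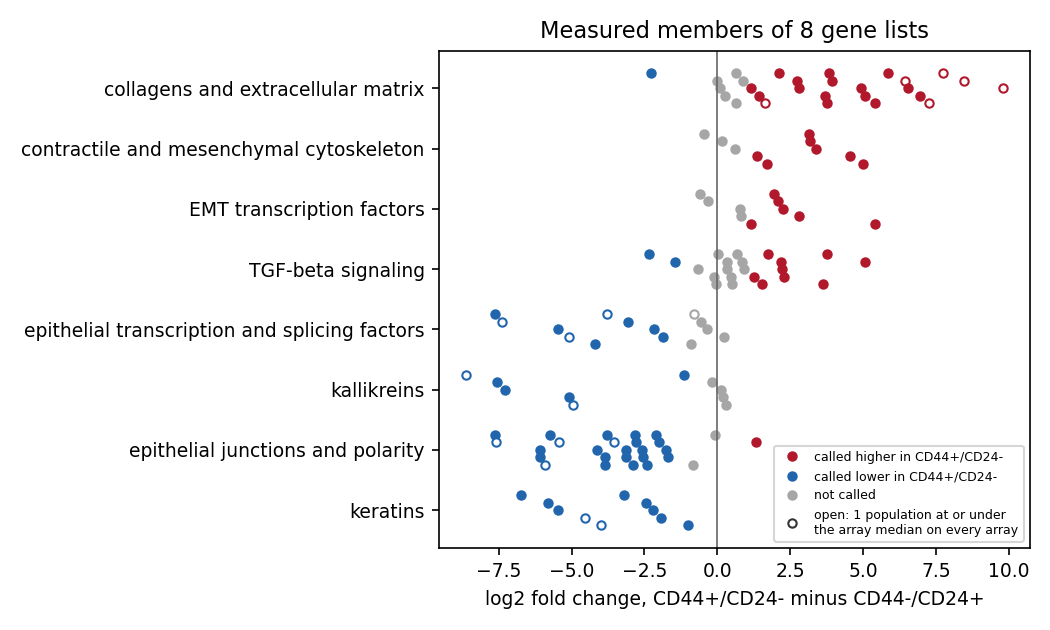
Log2 fold change (CD44+/CD24- minus CD44-/CD24+, horizontal axis) of each measured member of 8 gene lists. Each point is a gene, colored by its call, and open points are genes with a population at or under the array median on every array. Matrix and contractile genes lie mostly to the right of 0 and genes of epithelial junctions mostly to the left.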

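Lumican (LUM), a small proteoglycan that binds collagen fibrils, had a signal of 2429 ± 466 (SD, n = 4) in CD44+/CD24- cells and 3.22 ± 1.75 (SD, n = 4) in CD44-/CD24+ cells. The latter lay under the array median on all 4 arrays. Measured against the median, lumican was at least 19.7-fold higher in CD44+/CD24- cells (adjusted p = 6.0e-06). The signal of connexin-43 (GJA1), a gap junction protein, was 14964 ± 2413 (SD, n = 4) in CD44+/CD24- cells and 40.1 ± 18.9 (SD, n = 4) in CD44-/CD24+ cells. It was at least 122-fold higher (adjusted p = 3.9e-06). In both genes every CD44+/CD24- array had a higher signal than every CD44-/CD24+ array (exact two-sided permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow).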

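Kallikreins are secreted serine proteases, and E-cadherin and P-cadherin join epithelial cells to each other. KLK5 was 158-fold lower in CD44+/CD24- cells, at a signal of 189.7 ± 84.8 (SD, n = 4) in CD44+/CD24- cells and 27858 ± 4352 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change -7.30, standard error 0.32, adjusted p = 2.2e-06). KLK7 was 191-fold lower, with CD44+/CD24- cells above the array median on 1 array only. Its log2 fold change was -7.03 with signals raised to the median. For KLK10, with a signal of 13.4 ± 4.16 (SD, n = 4) in CD44+/CD24- cells and 5069.9 ± 621 (SD, n = 4) in CD44-/CD24+ cells, the decrease was at least 40.8-fold (adjusted p = 2.7e-07). E-cadherin (CDH1) was 197-fold lower. P-cadherin (CDH3) had a signal of 46.4 ± 14.0 (SD, n = 4) in CD44+/CD24- cells and 8587 ± 309 (SD, n = 4) in CD44-/CD24+ cells and was at least 69.5-fold lower (adjusted p = 3.3e-07). Of 10 measured kallikrein genes, 6 were lower, none was higher and KLK1 (-0.19), KLK3 (0.30), KLK4 (0.19) and KLK13 (0.14) were not called, with log2 fold changes in parentheses (the same when adjusted over the list alone). KLK8, with a log2 fold change of -5.10 (standard error 0.44), was among those that fell. With this probe set it was not called by the methods' t-test at an unadjusted p under 0.001. The list was lower relative to the other genes (camera, adjusted p = 0.014), but not with an estimated correlation between genes (adjusted p = 0.090).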

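Claudins form the barrier of tight junctions. In CD44+/CD24- cells CLDN1 was 14.5-fold lower, at a signal of 328 ± 54.4 (SD, n = 4) in CD44+/CD24- cells and 4731 ± 553 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change -3.86, standard error 0.15, adjusted p = 1.1e-06). CLDN7 was 17.5-fold lower (standard error 0.16 on the log2 scale, adjusted p = 1.1e-06) and CLDN4 6.98-fold lower (standard error 0.22, adjusted p = 3.9e-05). Both probe sets of CLDN3 were under the filter. Other junction genes moved in the same direction. Of 27 measured genes of epithelial junctions and polarity, 24 were lower, the desmosomal plaque gene PKP2 was higher, and TJP1 and PPL were not called, at log2 fold changes of -0.07 and -0.85 (the counts were the same when adjusted over the list alone). Desmocollin-2 (DSC2) had a log2 fold change of -6.07 and desmoglein-3 (DSG3) of -6.07, with standard errors of 0.09 and 0.11. That of PKP2 was 1.32 (standard error 0.09, adjusted p = 2.2e-05). The list was lower relative to the other genes measured (camera, adjusted p = 1.5e-10), with a median log2 fold change of -3.12, or -2.80 with genes at their bound.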

CD44+/CD24- cells expressed 16-fold lower levels of claudin; breast epithelial cells expressing lower levels of claudin display primitive stem cell characteristics (CD49f^hi^EpCAM-ER-PR-HER2-CD24-CD133^lo^) [20]. Therefore, the CD44+/CD24- subpopulation of MCF-10A cells used in this study may be the stem cell source that primarily maintains the cell line.

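Of 10 measured markers of stem and progenitor cells, 1 was higher in CD44+/CD24- cells and 5 were lower (unchanged when adjusted over the list alone). The gene that was higher is PROCR. Those that were lower are ALDH1A3, which encodes an aldehyde dehydrogenase, CD24, integrin alpha 6 (ITGA6, CD49f), MYC (log2 fold change -1.18) and THY1. Absent CD24 is itself part of the stem cell profile that the paper cites, so its fall does not count against that profile. ALDH1A3 had a signal of 232 ± 68.2 (SD, n = 4) in CD44+/CD24- cells and 12669.5 ± 745 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change -5.82, standard error 0.21, adjusted p = 9.3e-07). CD24, a marker on which the cells were sorted, had a signal of 3920.0 ± 317 (SD, n = 4) in CD44+/CD24- cells and 63379 ± 12118 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change -4.00, standard error 0.14, adjusted p = 8.6e-07). ITGA6 was 2.66-fold lower (adjusted p = 8.3e-05). The other sorting marker, CD44, had a signal of 25902 ± 1125 (SD, n = 4) in CD44+/CD24- cells and 16134 ± 264 (SD, n = 4) in CD44-/CD24+ cells, a difference under 2-fold (log2 fold change 0.68, standard error 0.06), and KLF4, NES and ABCG2 were also not called, at 0.48, -1.44 and -1.69. With genes at their bound, the median log2 fold change of the list was -0.51 instead of -1.29. Some fitted values in it, which may include those of NES and ABCG2, therefore rest on signals under the array median. Of 9 CD44 probe sets kept, only 1 was called, and it was lower (log2 fold change -2.08). The list was not called by camera (adjusted p = 0.26), but was lower in CD44+/CD24- cells without a filter (adjusted p = 0.030), with the mean of a gene's probe sets (0.042), with the probe set of largest fold (0.025) and by fry (5.2e-06). It was also not called by camera without CD44 and CD24, on which the cells were sorted (adjusted p = 0.23), with 1 of 8 genes higher and 4 lower. Without these 2 it was still lower with no filter (adjusted p = 0.025) and by fry (3.0e-05), and not with the mean of a gene's probe sets (0.14) or the probe set of largest fold (0.20). The paper sets the low claudin expression beside that described for primitive stem cells of the breast. From it the paper raises, as a possibility, that this subpopulation is the stem cell source by which the line is mainly maintained. The profile it cites for such cells includes high CD49f, low CD133 and no EpCAM or CD24. EPCAM had a signal of 447 ± 107 (SD, n = 4) in CD44+/CD24- cells and 23613 ± 1304 (SD, n = 4) in CD44-/CD24+ cells. All probe sets of PROM1 (CD133) were under the filter, so it was not tested. The lower EPCAM and CD24 go with this profile, and the lower ITGA6 goes against it.

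**Figure D2:**
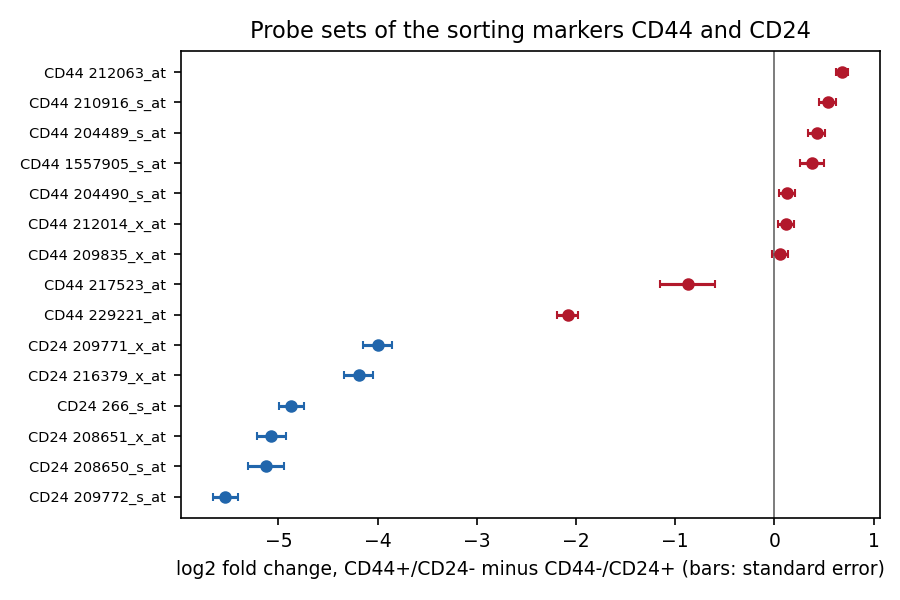
Log2 fold change (CD44+/CD24- minus CD44-/CD24+, horizontal axis) of each kept probe set of CD44 (red) and CD24 (blue), with its standard error. All CD24 probe sets lie between -5.54 and -4.00, and the CD44 probe sets lie on both sides of 0, between -2.08 and 0.68.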

The number of genes that we observed to be differentially expressed was significantly higher than the number of differentially expressed genes obtained with purified normal or cancerous CD44+ and CD24+ cells from primary tissues in other studies. For example, with a p value of ≤ 0.05, Shipitsin et al observed differential expression of 1114 and 1207 genes between CD44+ and CD24+ cells of normal breast and cancer, respectively [19]. Liu et al observed differential expression of 186 genes in tumorigenic CD44+/CD24- compared to normal breast epithelium [13]. Furthermore, the number of genes identified in our study is significantly higher than the number of genes identified as differentially expressed in MCF-10A cells undergoing spontaneous EMT due to differences in confluency [47]. These differences could be related to the relative homogeneity of our cells compared to cells obtained from normal breast or breast cancers. Nonetheless, we found a significant overlap in genes that were identified in our study with that of Shipitsin et al [19]. For example, PROCR, which was described as an additional marker of CD44+/CD24- cells, is highly expressed in the CD44+/CD24- fraction of MCF-10A cells. 

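PROCR, the receptor of protein C, was measured by 1 probe set. Its signal was 1730.2 ± 159 (SD, n = 4) in CD44+/CD24- cells and 731 ± 28.3 (SD, n = 4) in CD44-/CD24+ cells, a 2.36-fold difference (log2 fold change 1.24, standard error 0.08, adjusted p = 1.8e-05). The lowest of the 4 CD44+/CD24- arrays, at 1505, was above the highest CD44-/CD24+ array, at 771.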

We also found increased expression of interleukin 8 (IL-8) in CD44+/CD24- cells compared to CD44-/CD24+ cells (Table 1). 

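Interleukin 8 (CXCL8), a chemokine that attracts neutrophils, had a signal of 1307 ± 123 (SD, n = 4) in CD44+/CD24- cells and 273 ± 62.2 (SD, n = 4) in CD44-/CD24+ cells. This is a 4.87-fold increase (log2 fold change 2.28, standard error 0.17, adjusted p = 3.1e-05), and the populations did not overlap.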

IL-8 has recently been shown to increase the proportion of CSCs with mammosphere forming ability [48].

**Table 1:** EMT-associated genes overexpressed in CD44+/CD24- cells compared to CD44-/CD24+ cells.

Gene Symbol	Gene name	GenBank number	Fold- change
AKT3	V-AKT murine thymoma oncogene homolog 3	NM_005465	2.0
BDNF	Brain-derived neurotropic factor	NM_001709	28.8
CDH2	Cadherin-2 (N-cadherin)	NM_001792	29.8
CTGF	Connective tissue growth factor	NM_001901	33.5
DAB2	Disabled homolog 2	NM_001343	2.4
FGFR1	Fibroblast growth factor receptor 1	NM_023105	2.6
FYN	FYN oncogene related to SRC, FGR, YES	NM_002037	10.1
HMGA2	High mobility AT-hook 2	NM_003483	24.4
IL8	Interleukin 8	NM_000584	4.8
ILK	Integrin-linked kinase	NM_004517	2.1
ITF2/TCF4	Transcription factor 4	NM_003199	2.1
JAG1	Jagged 1	NM_000214	2.6
JAK2	Janus kinase 2	NM_004972	2.0
MAP4K4	Mitogen activated protein kinase kinase kinase kinase	NM_017792	2.0
MMP-2	Matrix metalloproteinase 2	NM_004530	14.5
NR2F1/COUP-TF1	Nuclear receptor subfamily 2, group F, member 1	NM_005654	17.9
Periostin	Periostin, osteoblast specific factor	NM_006475	81.7
PIK3R1	PI3 kinase regulatory subunit (p85)	NM_181523	2.7
PRKC alpha	Protein kinase C alpha	NM_002737	6.8
S100A4	S100, calcium binding protein A4	NM_002961	7.0
SMAD3	SMAD, mother against DPP homolog 3	NM_005902	2.0
SMAD7	SMAD, mother against DPP homolog 7	NM_005904	3.4
SMURF2	SMAD-specific E3 ubiquitin ligase 2	NM_022739	2.1
SNAI2/SLUG	SNAIL homolog 2	NM_003068	2.3
SPARC	Secreted protein cysteine-rich (osteonectin)	NM_003118	107.7
TGFβ1	Transforming growth factor beta 1	NM_011577	4.6
TGFβ2	Transforming growth factor beta 2	NM_003238	3.4
TWIST2	TWIST homology 2	NM_057179	4.8
Wnt5A	Wingless type, MMTV integration family member, type 5A	NM_003392	6.9
Wnt5B	Wingless type, MMTV integration family member, type 5B	NM_030775	60.1
ZEB-1/TCF8	Transcription factor 8	NM_024285	27.8
ZEB-2/ZFHX1B	Zinc finger E-box binding homeobox 2	NM_014795	8.3

### Validation of select differentially expressed genes

To validate differentially expressed genes in different subpopulation of cells, we performed western blot and RT-PCR analysis. Some of the assays were done with two independent samples (indicated as 1 and 2 in Figure 2A). In western blot analysis, we observed elevated expression of ST-2 (IL-1RL1) in CD44+/CD24- cells compared to CD44-/CD24+ cells (Figure 2A, left panel); this gene was elevated in CD44+/CD24- cells by 64-fold at mRNA level (Additional file 2, Table S2). 

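IL1RL1, the receptor of interleukin 33, was higher in CD44+/CD24- cells by each of its 3 kept probe sets, which differ in level. The probe set with the highest mean had a signal of 688 ± 138 (SD, n = 4) in CD44+/CD24- cells and 162 ± 12.4 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 2.07, standard error 0.16, adjusted p = 3.1e-05). With another probe set the signal was 1310.0 ± 199 (SD, n = 4) in CD44+/CD24- cells and 20.4 ± 9.14 (SD, n = 4) in CD44-/CD24+ cells. There, CD44-/CD24+ cells lay under the array median on all 4 arrays, and the difference was at least 10.7-fold (adjusted p = 2.7e-06). The third kept probe set had a log2 fold change of 3.42 (standard error 0.74, adjusted p = 0.0066). It lay above the array median on 1 CD44-/CD24+ array only, and was at 2.12 with signals raised to the median. A further probe set was under the filter.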

There was a modest increase in integrin beta 1 (CD61) in CD44+/CD24- cells compared to CD44-/CD24+ cells. In contrast, CD44+/CD24- cells expressed very little E-cadherin protein compared to CD44-/CD24+ cells; the difference in E-cadherin (CDH1) expression at the mRNA level between the two cell types was 192-fold (Additional file 2, Table S2).

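The CDH1 signal was 158 ± 42.6 (SD, n = 4) in CD44+/CD24- cells and 30276 ± 2637 (SD, n = 4) in CD44-/CD24+ cells. On the log2 scale the difference was -7.62 (standard error 0.20, adjusted p = 2.5e-07). On 3 of the 4 CD44+/CD24- arrays the CDH1 signal was still above the array median.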

**Figure 2:**
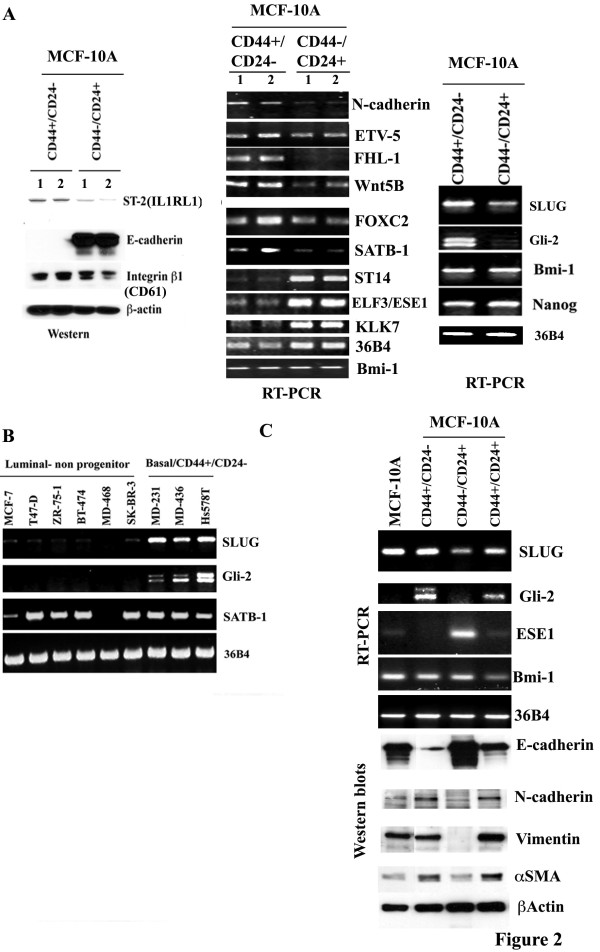
**Western blot and RT-PCR analysis of genes differentially expressed in CD44+/CD24-, CD44-/CD24+ and CD44+/CD24+ cells**. A) CD44+/CD24- cells express higher levels of ST-2, N-cadherin, ETV5, FHL-1, Wnt5B, FOXC2, SATB-1, SLUG, and Gli-2, whereas CD44-/CD24+ cells express higher levels of E-cadherin, ST14, ESE1, and KLK7. Western blotting or RT-PCR was performed to measure protein (left panel) or RNA (central panel) from two independent samples (labeled 1 and 2). B) Cell lines with CD44+/CD24- subpopulation express higher levels of SLUG and Gli-2. C) Expression levels of EMT markers and few additional genes in unsorted MCF-10A, CD44+/CD24-, CD44-/CD24+, and CD44+/CD24+ cells. RT-PCR was used to measure SLUG, Gli-2, ESE1, and Bmi-1, whereas western blotting was used to measure E-cadherin, N-cadherin, vimentin, and αSMA.

We confirmed differential expression of several other genes by RT-PCR. For example, the expression of stemness-associated genes was elevated in CD44+/CD24- cells compared to CD44-/CD24+ cells (Figure 2A, central and right panel). Specifically, we observed elevated expression of N-cadherin, FOXC2, ETV5, Wnt5B, and SLUG in CD44+/CD24- cells compared to CD44-/CD24+ cells. In contrast to the above genes, ST14, ESE1, and KLK7, which showed higher expression levels in CD44-/CD24+ cells (> 140-fold) compared to CD44+/CD24- cells in microarray (Additional file 2, Table S2), displayed elevated expression in CD44-/CD24+ cells in RT-PCR assay (Figure 2A, central panel).

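ST14 encodes the membrane serine protease matriptase, and ESE1 (ELF3) is a transcription factor of epithelial cells. ST14 had a signal of 39.2 ± 22.8 (SD, n = 4) in CD44+/CD24- cells and 3756 ± 704 (SD, n = 4) in CD44-/CD24+ cells, and was at least 30.0-fold lower in CD44+/CD24- cells (adjusted p = 2.0e-05). The signal of ELF3 was 35.2 ± 20.7 (SD, n = 4) in CD44+/CD24- cells and 5252 ± 299.9 (SD, n = 4) in CD44-/CD24+ cells, at least 42.5-fold lower (adjusted p = 2.7e-06). Without any 1 array other than CD44+/CD24- replicate 4, another probe set of ELF3 had the highest mean, and the fitted log2 fold change of -7.38 became -6.16 to -5.69. For KLK7 the signal was 114 ± 70.7 (SD, n = 4) in CD44+/CD24- cells and 18583 ± 3369 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change -7.57, standard error 0.47, adjusted p = 1.2e-05). KLK7 lay above the array median on 1 CD44+/CD24- array only, and was at -7.03 with signals raised to the median.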

Among genes that form a part of the transcription factor network in breast tissue stem cells [16], increased expression of Gli-2 (downstream of Hedgehog) was observed in CD44+/CD24- cells while Bmi-1 and Nanog expression did not differ between CD44+/CD24- and CD44-/CD24+ cells (Figure 2A, right panel). Analysis of several breast cancer cell lines revealed the co-expression of Gli-2 and SLUG in only breast cancer cell lines with CD44+/CD24- phenotype (Figure 2B). SATB-1 has been recently described as a gene responsible for breast cancer metastasis [49]. All SATB-1 expressing cell lines used in that study were enriched for cells with the CD44+/CD24- phenotype [21]. We observed elevated expression of the SATB-1 gene in MCF-10A CD44+/CD24- cells compared to CD44-/CD24+ cells by microarray (Additional file 2, Table S2) and RT-PCR (Figure 2A). However, unlike SLUG and Gli-2, SATB-1 is expressed in majority of cell lines tested and its expression did not correlate with CD44+/CD24- phenotype.

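SATB1, a protein that organizes chromatin, was 2.46-fold higher in CD44+/CD24- cells, at a signal of 1004 ± 99.6 (SD, n = 4) in CD44+/CD24- cells and 410.2 ± 62.3 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 1.30, standard error 0.13, adjusted p = 1.5e-04).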

Expression levels of several of the genes noted above were further examined in parental MCF-10A cells and sorted CD44+/CD24-, CD44-/CD24+, and CD44+/CD24+ subpopulations. SLUG and Gli-2 expression was highest in CD44+/CD24- cells followed by CD44+/CD24+ cells (Figure 2C). In contrast, ESE1 expression was highest in CD44-/CD24+ cells. CD44+/CD24- cells and to a lesser extent CD44+/CD24+ cells displayed characteristics of EMT by displaying lower levels of E-cadherin and expressing elevated levels of N-cadherin, vimentin, and αSMA compared to CD44-/CD24+ cells (Figure 2C, bottom panel). These results further support the link between EMT and the CD44+/CD24- phenotype. CD44+/CD24+ cells appear to be of intermediate phenotype expressing moderate levels of E-cadherin but yet expressing N-cadherin and vimentin to a level similar to CD44+/CD24- cells.

### Genes differentially expressed in CD44+/CD24- cells are part of specific signaling networks

We performed Ingenuity pathway analysis to identify signaling networks that may be differentially active in CD44+/CD24- and CD44-/CD24+ cells. 

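Of 16 measured target genes of NF-κB, 2 were higher in CD44+/CD24- cells, 1 was lower and 13 were not called (no count differed when adjusted over the list alone). The chemokine CCL20, which attracts lymphocytes and dendritic cells, had a signal of 9012 ± 512 (SD, n = 4) in CD44+/CD24- cells and 2033 ± 253 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 2.15, standard error 0.10, adjusted p = 2.9e-06), and CXCL8 was the other gene that rose. CXCL2, a chemokine that attracts neutrophils, was 2.13-fold lower (log2 fold change -1.09, standard error 0.14, adjusted p = 5.1e-04). As a whole the list was not called (camera, adjusted p = 0.68). Its median log2 fold change was -0.28, while fry, which tests whether the members move on balance one way, had the opposite direction and was not past the threshold (adjusted p = 0.092).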

Genes that are upregulated in CD44+/CD24- cells are components of five signaling networks: the follicular stimulating hormone (FSH) signaling pathway; TNF/ERK/human chorionic gonadotropin (HCG); p38/IFNα/PKc/JNK; NF-κB/AKT/PDGFβ; and ESR1/BRCA1/CEBPβ pathways (Additional files 3, 4, 5, 6, 7, Figures S1-S5). Genes that were downregulated in CD44+/CD24- cells compared to CD44-/CD24+ cells are components of the FSH/HCG; NF-κB; ERK/p38 kinase; AP-2/GRB2/ZFP36; and ERBB2/TGFβ/RHO pathways (Additional files 8, 9, 10, 11, 12, Figures S6-S10).

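Among 8 measured ErbB receptors and ligands, 3 were lower in CD44+/CD24- cells and 1 was higher (also when adjusted over the list alone). The receptor ERBB3 had a signal of 90.8 ± 30.9 (SD, n = 4) in CD44+/CD24- cells and 2089.7 ± 171 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change -4.59, standard error 0.24, adjusted p = 5.3e-06). EGFR, another receptor, was 2.19-fold lower and the ligand HBEGF 2.12-fold lower. The ligand epiregulin (EREG) was 2.27-fold higher (adjusted p = 0.0024), and NRG1, ERBB2, BTC and TGFA were not called, at log2 fold changes of -0.02, -0.18, -0.75 and -0.87. By the probe sets used, EREG and HBEGF were not called by the methods' t-test at an unadjusted p under 0.001. The list was lower relative to the other genes by camera (adjusted p = 0.043), but not with an estimated correlation (adjusted p = 0.12) nor with the replicate number as a block (adjusted p = 0.058), and the call was also lost without CD44+/CD24- replicate 2 (adjusted p = 0.062), CD44-/CD24+ replicate 1 (adjusted p = 0.055) or CD44-/CD24+ replicate 2 (adjusted p = 0.059). Of 22 measured genes of TGF-beta signaling, 9 were higher, 2 were lower and 11 were not called (the same counts when adjusted over the list alone). Connective tissue growth factor (CCN2) was 33.5-fold higher, at a signal of 28174 ± 1133 (SD, n = 4) in CD44+/CD24- cells and 842 ± 66.0 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 5.07, standard error 0.08, adjusted p = 5.0e-08). LTBP1, which holds latent TGF-beta in the matrix, was 13.5-fold higher, LTBP2 12.3-fold and TGFB1 4.63-fold. The genes that fell were ID2, a repressor of transcription factors, by 1.44 on the log2 scale, and INHBA, a subunit of activin, which fell by 2.36. By camera this list was higher (adjusted p = 5.2e-04), but not with an estimated correlation (adjusted p = 0.090).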

Since EMT is linked to the CSC phenotype [37,38], we compiled a list of EMT associated genes that exhibited increased expression in CD44+/CD24- cells. 

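Of the genes of Table 1, 31 were measured here by a probe set that names the gene alone. In CD44+/CD24- cells 27 of them were higher and none was lower (the counts were the same when adjusted over the list alone). The study chose this list on these samples, so it is not independent evidence of its direction. N-cadherin (CDH2), a cadherin of mesenchymal cells, had a signal of 12181 ± 879 (SD, n = 4) in CD44+/CD24- cells and 408 ± 52.8 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 4.91, standard error 0.11, adjusted p = 1.4e-07). SPARC, a protein that binds collagen, was at least 39.8-fold higher, at a signal of 4839 ± 164 (SD, n = 4) in CD44+/CD24- cells and 26.1 ± 14.8 (SD, n = 4) in CD44-/CD24+ cells (adjusted p = 6.4e-06). The matrix protein periostin (POSTN) was 33.3-fold higher, the nuclear receptor NR2F1 18.1-fold, the gelatinase MMP2 14.5-fold and the ligand WNT5A 4.87-fold. WNT5B had a log2 fold change of 2.48 (standard error 0.55) and the kinase FYN of 2.05 (standard error 0.11). For WNT5B, above the array median on 1 CD44-/CD24+ array only, the value was 1.82 with signals raised to the median. BDNF, at or under the array median on all 4 CD44-/CD24+ arrays, was at least 1.71-fold higher (adjusted p = 0.013), a bound under 2-fold. By these probe sets, WNT5B and BDNF were not called by the methods' t-test at an unadjusted p under 0.001. The other kept probe set of BDNF had a log2 fold change of 4.90 (standard error 0.22, limma adjusted p = 2.5e-06). Its ratio of arithmetic means was 28.8, the fold of Table 1. CD44-/CD24+ cells lay at or under the array median on all 4 arrays there too, which bounds the fold at 1.56. The 4 genes that were not called were under 2-fold, with log2 fold changes of 0.84 for SMAD3 (standard error 0.09), 0.82 for TCF4 (standard error 0.07), 0.63 for FGFR1 (standard error 0.10) and 0.55 for SMURF2 (standard error 0.09). JAK2 and MAP4K4 lay at the 2-fold limit. JAK2 was called at 1.01 and was under the limit without CD44+/CD24- replicate 4 (0.97) and without CD44-/CD24+ replicates 1 (0.97), 3 (0.99) and 4 (0.99). MAP4K4, called at 1.01, was under it without CD44+/CD24- replicates 3 and 4 (0.99 in both) and without CD44-/CD24+ replicate 3 (0.94). With the mean of a gene's probe sets, MAP4K4 was at 0.74 and DAB2 at 0.73, and neither was called. The list was higher relative to the other genes (camera, adjusted p = 1.2e-15).

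**Figure D3:**
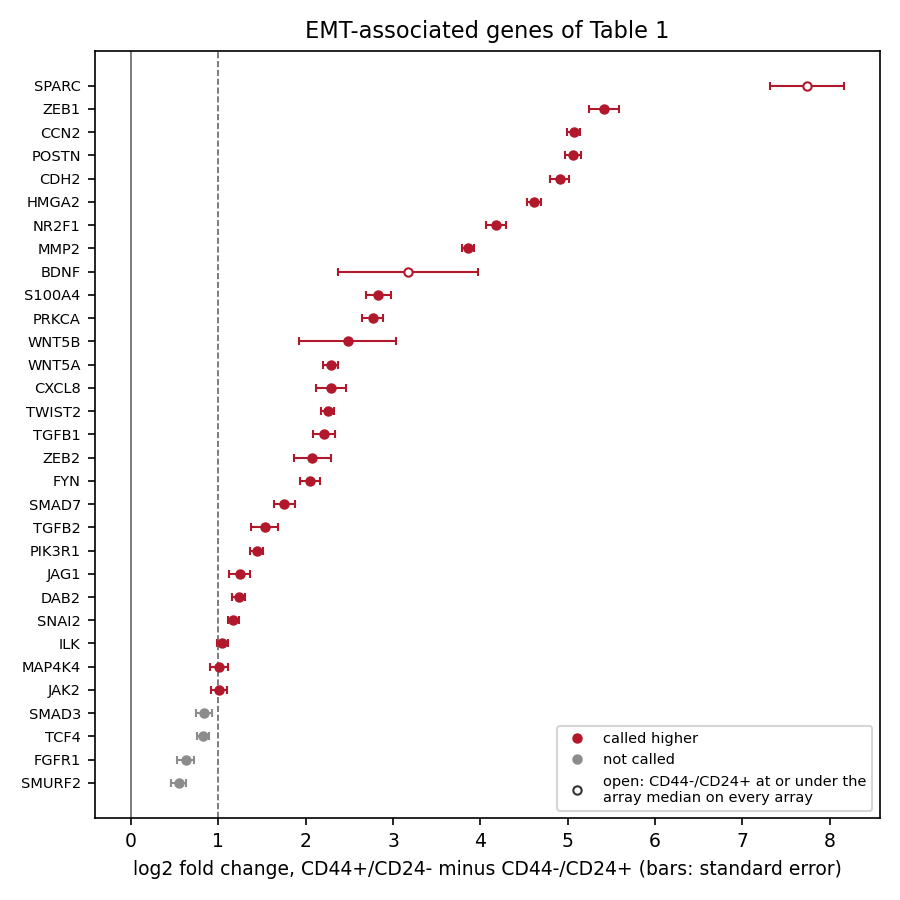
Log2 fold change (CD44+/CD24- minus CD44-/CD24+, horizontal axis) of the 31 measured genes of Table 1, with its standard error. The dashed line marks the 2-fold limit of 1, red points were called and open points are genes with CD44-/CD24+ cells at or under the array median on every array. Only SMAD3, TCF4, FGFR1 and SMURF2 lie to the left of the dashed line.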

Thirty-two such EMT associated genes were identified (Table 1). This list included most of the well-characterized EMT-associated genes with the exception of SNAIL. 

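SNAI1 (SNAIL) was measured by 1 probe set, with a signal of 40.0 ± 23.4 (SD, n = 4) in CD44+/CD24- cells and 95.2 ± 65.8 (SD, n = 4) in CD44-/CD24+ cells. It lay above the array median on 1 CD44-/CD24+ array only, under the filter, so it was not tested. Of 10 measured transcription factors of EMT, 6 were higher in CD44+/CD24- cells, none was lower, and TCF4, TWIST1, TCF3 (-0.31 on the log2 scale) and KLF8 (-0.60) were not called (the same when adjusted over the list alone). FOXC2, a forkhead factor of mesenchymal tissue, had a signal of 8715 ± 179 (SD, n = 4) in CD44+/CD24- cells and 1243 ± 109 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 2.81, standard error 0.08, adjusted p = 2.8e-07). The list was higher relative to the other genes by camera (adjusted p = 3.4e-04), but not with an estimated correlation (adjusted p = 0.088).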

Ingenuity pathway analysis identified these genes as participating in a network or networks comprising TGFβ, NF-κB, connective tissue growth factor (CTGF), IL8, HCG, and FSH (Figure 3A). Although a role for TGFβ and IL8 pathways in the CSC phenotype is well known [19,48], the significance of CTGF, HCG, and FSH pathways in the CSC phenotype is unknown.

**Figure 3:**
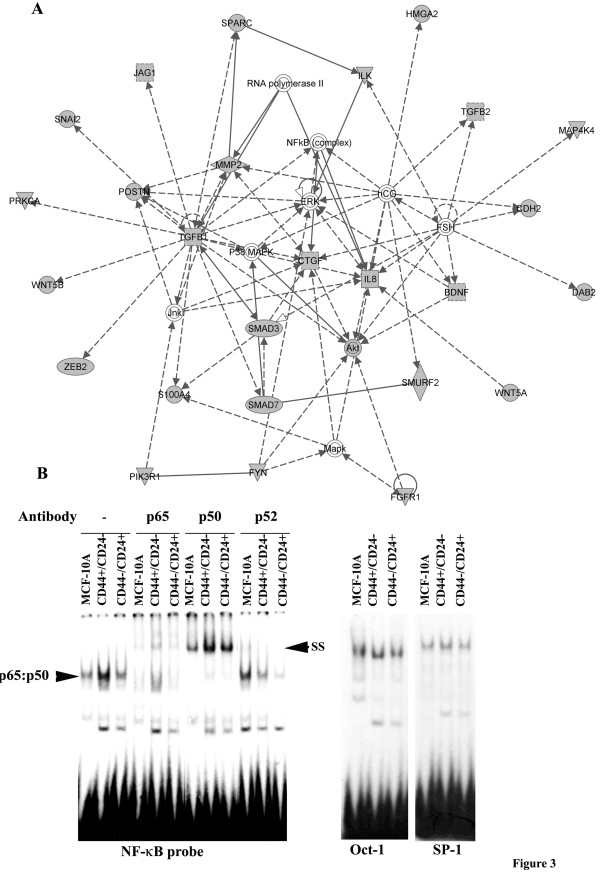
**Signaling network involving CD44+/CD24-enriched EMT-associated genes.** A) Ingenuity pathway analysis of EMT-associated genes upregulated in CD44+/CD24- cells compared to CD44-/CD24+ cells. Genes in shaded shapes correspond to genes that are upregulated in CD44+/CD24- cells compared to CD44-/CD24+ cells. B) NF-κB:DNA complexes in unsorted MCF-10A, CD44+/CD24-, and CD44-/CD24+ subpopulation of cells. CD44+/CD24- cells contained higher levels of p65:p50 heterodimers compared to other cell types. SS = supershift. EMSAs with Oct-1 and SP-1 probes are shown as controls.

To confirm the differences in NF-κB signaling pathways between CD44+/CD24, and CD44-/CD24+ cells, we performed electrophoretic mobility shift assays (EMSA) with lysates from these two cell types and unsorted parental cells using a NF-κB oligonucleotide probe. NF-κB exists as an inactive complex in the cytoplasm bound to IκB proteins in unstimulated cells. Stimulation of cells with cytokines such as TNF release NF-κB from IκB to allow DNA binding [50]. CD44+/CD24- cells contained significantly higher levels of NF-κB:DNA complex compared to CD44-/CD24+ cells or unsorted parental cells; antibody supershift assay revealed the presence of p65 and p50 subunits of NF-κB in this complex (Figure 3B).

### CD44-/CD24+ cells acquire a CD44+/CD24- phenotype upon overexpression of activated Ras or treatment with tumor necrosis factor (TNF)

Results of the above analysis combined with the lack of E-cadherin, and the increased expression of EMT-associated genes in CD44+/CD24- MCF-10A cells suggested a role for TNF and Ras in generating CD44+/CD24- cells. TNF and Ras can activate a significant number of the above noted pathways (p38, ERK, and NF-κB in particular) in generating cells with CD44+/CD24- phenotype. Additionally, immune-induced EMT has been shown to generate CSCs [5]. We have recently shown that MCF-10A cells undergo EMT upon exposure to TNF or overexpression of the constitutively active NF-κB subunit p65 [40]. 

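ZEB1 and ZEB2 repress the transcription of E-cadherin. ZEB1 had a signal of 5257 ± 415 (SD, n = 4) in CD44+/CD24- cells and 126 ± 27.7 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 5.41, standard error 0.17, adjusted p = 5.1e-07). The ZEB2 signal was 707 ± 84.7 (SD, n = 4) in CD44+/CD24- cells and 171 ± 42.8 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 2.08, standard error 0.21, adjusted p = 1.4e-04). Without CD44-/CD24+ replicate 4 another probe set of ZEB2 had the highest mean, and its log2 fold change was 3.02.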

P65 mediated EMT correlated with loss of E-cadherin and elevated expression of ZEB-1 and ZEB-2 [40], both of which are expressed at higher levels in CD44+/CD24- cells (Table 1).

Upon stable transfection of Ras oncogene or exposure to TNF for 10 days, CD44-/CD24+ MCF-10A cells were reanalyzed to assess their CD44 and CD24 phenotype. In both cases, a fraction of cells became CD44+/CD24- (Figure 4A). The effect of Ras in generating CD44+/CD24- cells was accompanied with reduced expression of E-cadherin but not gain of vimentin, similar to a previous report [37] (Figure 4B). The extent of TNF-mediated CD44+/CD24- generation is similar to the previously reported effects of TGFβ1 [37] and is accompanied with reduction in E-cadherin expression and elevated vimentin and αSMA expression. In mammosphere assay, Ras overexpressing cells showed an increase in number as well as size of mammospheres (Figure 4C). However, the effects of TNF on mammosphere formation both on numbers and size were not consistent, possibly due to issues related to half-life or access to mammospheres in semi-solid growth media (data not shown).

**Figure 4:**
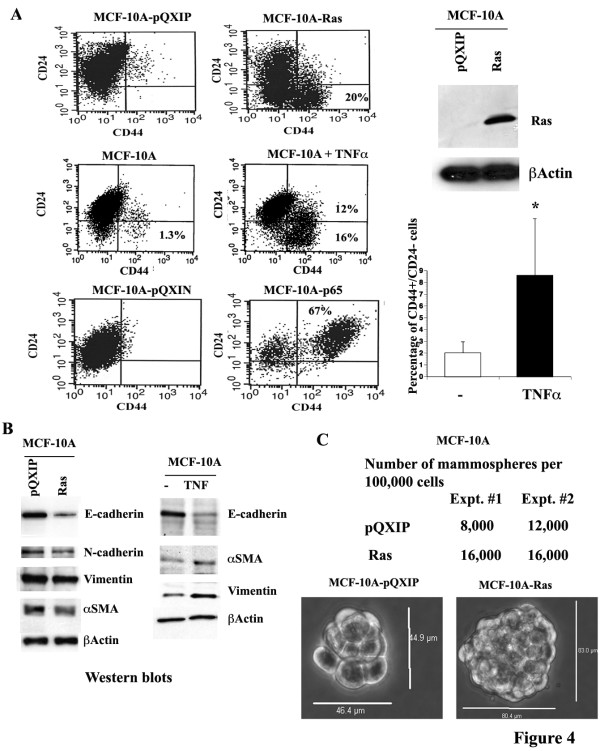
**Ras and TNF induce phenotype associated with cancer stem cells.** A) The effects of Ras or p65 overexpression and TNF treatment on CD44 and CD24 expression status in MCF-10A cells. Activated H-Ras oncogene or the constitutively active p65 subunit of NF-κB was overexpressed by retroviral vector mediated gene transfer. Expression level of Ras in MCF-10A-Ras cells as measured by western blotting is shown (right panel, top) along with number of CD44+/CD24- cells in untreated and TNF treated MCF-10A cells from four experiments (p = 0.03, right bottom panel). MCF-10A-p65 cells have already been described [40]. Cells were treated with 10 ng/ml of TNF for 10 days. B) The effect of Ras overexpression or TNF treatment on the expression of EMT markers in MCF-10A cells. Ras reduced E-cadherin expression, whereas TNF reduced E-cadherin but increased vimentin and αSMA. C) Assay demonstrating the effects of Ras overexpression on mammosphere formation. Cells were plated for 10-days in mammosphere media. Ras increased both the number and the size of mammospheres.

P65 altered the sorted cell phenotype from CD44-/CD24+ to CD44+/CD24+ (Figure 4A). The effects of p65 was much more dramatic than the effects of Ras oncogene as more than 65% of cells acquired CD44+/CD24+ phenotype. These results suggest that induced EMT can change the surface expression pattern of CD44 and CD24; however, specific changes are dependent on the inducers of EMT. ZEB-1 and ZEB-2, which are upregulated in MCF-10A cells overexpressing p65 [40], may only change CD44 but not CD24 expression and thus result in a double positive phenotype.

### Overexpression of SLUG, but not Gli-2 or SATB-1, leads to changes in CD44 expression status in breast cancer cell lines

A role for SNAIL and TWIST in the EMT-associated increase in CD44+/CD24- has been demonstrated [38]. However, the possibility that SLUG participates in CD44/CD24 phenotypic changes has not been investigated, although its upregulation in basal breast cancers and mammospheres has been reported recently [51]. Since our observation of increased SLUG expression in CD44+/CD24- cells originated from a cell line study, we first examined the gene expression array data available in NCBI GEO omnibus to correlate SLUG expression with CD44+/CD24- status of primary breast cancers. Previous comparative microarray analysis of CD44+/CD24-/lineage- cancer cells and normal breast epithelial cells revealed specific increased expression of SLUG in the CD44+/CD24- subpopulation, although differences did not reach statistical significance due to small sample size (3 samples for non-CD44 and five samples for CD44+ tumor samples, p = 0.054) [13]. Additionally, recent transcriptome analysis of mammary stem cells, luminal progenitor cells, and mature luminal cells for conserved genes between human and mouse in each of these cell types revealed 3.16 fold elevated SLUG/SNAI2 expression in mammary stem cells compared to progenitor or mature cells [52]. Thus, these independent studies identify SLUG as a Stem/CD44+/CD24- cell associated highly expressed gene. Based on its known role in epigenetic regulation of gene expression through recruitment of histone deacetylase complex [53] and recent studies showing epigenetically controlled transcription factors playing a key role in regulating the mammary epithelial cell phenotype [54], SLUG appeared as an ideal candidate to induce the CD44+/CD24- phenotype. Since SLUG expression correlated with the expression of Gli-2, and SATB-1 is highly expressed in CD44+/CD24- MCF-10A cells, we examined the contribution of these factors in inducing and/or maintaining the CD44+/CD24- phenotype.

We overexpressed SLUG, Gli-2 and SATB-1 in two cell lines: MCF-10A and MCF-7. Two independent mass cultures of control vector or specific gene overexpressing cells were analyzed. Since both clones had a similar phenotype, results of one clone are presented in each case. MCF-7 is an ERα-positive breast cancer cell line of luminal subtype. For unknown reason, we were unable to generate MCF-10A cells overexpressing SATB-1. The expression levels of SLUG in control vector and SLUG overexpressing cells are shown in Figure 5B. A subpopulation of SLUG overexpressing MCF-10A cells displayed the CD44+/CD24- phenotype (Figure 5C). Although we used a bicistronic retrovirus and cells were selected using a selectable marker, not all CD44-/CD24+ cells acquired CD44+/CD24- phenotype. This suggests a more dominant pathway may be involved in maintaining the CD44-/CD24+ phenotype in MCF-10A cells. Alternatively, overexpression of SLUG may drive the acquisition of the CD44+/CD24- phenotype in a dose dependent manner, or only in a subpopulation of CD44-/CD24+ MCF-10A cells.

**Figure 5:**
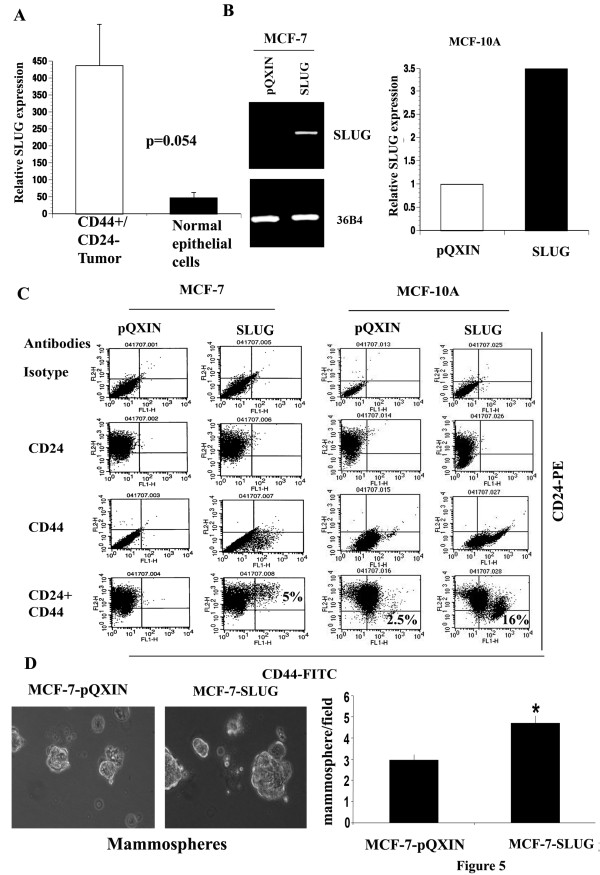
**SLUG overexpression leads to changes in CD44 and CD24 expression pattern**. A) SLUG expression in CD44+/CD24- cells of primary breast cancer compared to normal breast epithelium. These results were generated from the study in Ref 13 with a GEO accession number GDS2617. B) RT-PCR (MCF-7 cells) or qRT-PCR (MCF-10A cells) analysis of overexpressed genes. C) Flow cytometric analysis of different cell types for CD44 and CD24. A subpopulation of MCF-7-SLUG cells acquired the CD44+/CD24+ phenotype, whereas a subpopulation of MCF-10A-SLUG cells acquired the CD44+/CD24- phenotype.

A subpopulation of MCF-7-SLUG cells acquired the CD44+/CD24+ phenotype suggesting different effects of SLUG on CD44 and CD24 expression in luminal and basal cell types (Figure 5C). Although CD44+/CD24- cells were originally described as CSCs, in the same original study, CD44+/CD24+ cancer cells isolated from one patient with comedo (more aggressive) type adenocarcinoma were tumorigenic [10]. Therefore, it is possible that CSCs from luminal cell types may be different than those from basal cell types and may be characterized as CD44+/CD24+.

We examined whether changes in CD44 and CD24 expression in SLUG overexpressing cells correlated with altered expression of EMT-associated genes. MCF-10A-SLUG cells displayed lower levels of E-cadherin but elevated vimentin compared to control vector-containing MCF10A-pQXIN cells (Figure 6A). In contrast, MCF-7-SLUG cells showed no change in E-cadherin expression but expressed vimentin compared to MCF-7-pQXIN cells. Thus, SLUG overexpression has cell type-specific effects on the expression of EMT-associated genes. In a mammosphere assay, MCF-7-SLUG cells formed more and larger mammospheres compared to MCF-7-pQXIN cells, suggesting SLUG may confer a CSC phenotype to luminal breast cancer cells and these putative CSCs are phenotypically CD44+/CD24+ (Figure 6B). MCF-10A-SLUG cells appear to form larger mammospheres compared to MCF-10A-pQXIN cells; however, both cell types formed similar number of mammospheres (Figure 6C).

**Figure 6:**
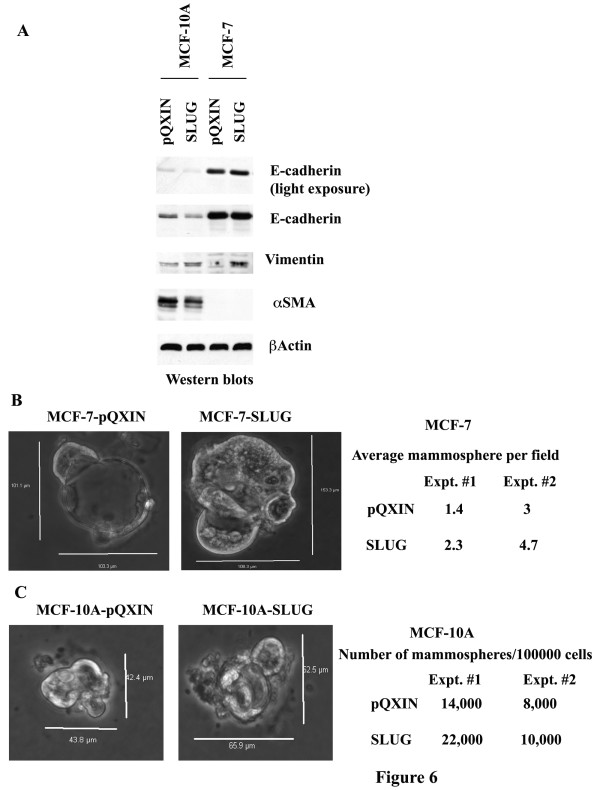
**The effect of SLUG overexpression on the expression of EMT markers**. MCF-10A-SLUG cells showed lower levels of E-cadherin and higher levels of vimentin compared to MCF-10A-pQXIN cells. MCF-7-SLUG cells showed elevated vimentin compared to MCF-7-pQXIN cells. B) Mammosphere forming ability of MCF-7pQXIN, MCF-7-SLUG, MCF-10A-pQXIN, and MCF-10A-SLUG cells. Mammospheres are shown on left, whereas quantitative differences in number of mammospheres formed in two experiments are shown on right panel.

In contrast to SLUG, Gli-2 overexpression did not alter CD44 and CD24 status of either MCF-10A or MCF-7 cells (Additional file 13, Figure S11A for the figure and Additional file 14 for the legend). Although MCF-10A cells used for overexpression of Gli-2 were initially sorted for CD44-/CD24+ cells, due to lower efficiency of plasmid based transfection of Gli-2, selection of transfected cells required longer time compared to retroviral vector-based transduction of SLUG. Therefore, some of the cells have spontaneously drifted to a CD44+/CD24+ phenotype, which was similar between pcDNA3 and Gli-2 transfected cells. MCF-7pcDNA3 and MCF-7-Gli-2 cells formed a similar number of mammospheres; the size of mammospheres was also similar (Additional file 13, Figure S11B). In addition, Gli-2 overexpression in MCF-7 cells did not alter the expression levels of E-cadherin, vimentin or α SMA (Additional file 13, Figure S11C). Similar to Gli-2, SATB-1 did not change the CD44 and CD24 status of MCF-7 cells (Additional file 13, Figure S11D). Therefore, it appears that only SLUG is capable of inducing the CD44+/CD24- phenotype in MCF-10A cells and the CD44+/CD24+ phenotype in MCF-7 cells. However, we cannot rule out that the different transgene delivery method have played a part in the lack of effect from Gli-2.

## Discussion

In this report, we describe gene expression patterns in the CD44+/CD24- and CD44-/CD24+ subpopulations of MCF-10A cells. Unlike previous studies using similar subpopulations of epithelial cells from normal or cancerous breast, our study identified a large number of genes that are differentially expressed between cells with these two phenotypes. This could be partly due to MCF-10A cells being more homogenous, as well as not having to amplify RNA before microarray analysis. Based on the claudin expression pattern, CD44+/CD24- cells that were used in this study appear to more closely resemble stem cells [20]. Several of the genes upregulated 10-fold or higher in CD44+/CD24- cells were cell surface molecules, which can potentially be used to further fractionate CD44+/CD24- cells into distinct subpopulations and assayed for stem/progenitor status. These molecules/markers include EPHA4, EPHA5, ST-2, platelet growth factor receptor-like-1, LRP-1/CD91, and Toll-like receptor 4.

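All 6 of these surface molecules were higher in CD44+/CD24- cells, also when adjusted over the list alone (camera, adjusted p = 3.3e-04). The study chose them on these samples, so the count is not independent evidence. The ephrin receptor EPHA4 was at least 14.0-fold higher, at a signal of 1703 ± 140.4 (SD, n = 4) in CD44+/CD24- cells and 63.7 ± 31.6 (SD, n = 4) in CD44-/CD24+ cells (adjusted p = 3.6e-05). EPHA5, another ephrin receptor, was at least 2.06-fold higher, at a signal of 251 ± 18.3 (SD, n = 4) in CD44+/CD24- cells and 49.7 ± 18.3 (SD, n = 4) in CD44-/CD24+ cells (adjusted p = 1.8e-04). By these probe sets, neither EPHA4 nor EPHA5 was called by the methods' t-test at an unadjusted p under 0.001. Their other kept probe sets were also higher, at log2 fold changes of 3.91 to 6.36 for EPHA4 and 4.69 for EPHA5. In these too, CD44-/CD24+ cells lay at or under the array median on all 4 arrays. PDGFRL was at least 16.5-fold higher (adjusted p = 1.0e-05). The endocytic receptor LRP1 had a signal of 878 ± 306 (SD, n = 4) in CD44+/CD24- cells and 111 ± 54.8 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 3.02, standard error 0.36, adjusted p = 3.4e-04). Toll-like receptor 4 (TLR4), a receptor of bacterial lipopolysaccharide, was 11.8-fold higher (log2 fold change 3.56, standard error 0.12, adjusted p = 8.1e-07).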

Previous studies linking EMT to the CD44+/CD24- phenotype identified only a few genes that may be involved in generating CD44+/CD24- cells. These genes included TWIST1, TWIST2, SNAIL, SLUG/SNAI2, FOXC2, and ZFHX1B/ZEB-2 [38]. 

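TWIST2, TWIST1 and SLUG (SNAI2) are transcription factors that repress epithelial genes. TWIST2 was 4.76-fold higher in CD44+/CD24- cells, at a signal of 4055 ± 159.8 (SD, n = 4) in CD44+/CD24- cells and 853 ± 53.3 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 2.25, standard error 0.07, adjusted p = 4.9e-07). SLUG had a high signal in both populations, 16000 ± 299.7 (SD, n = 4) in CD44+/CD24- cells and 7107 ± 371 (SD, n = 4) in CD44-/CD24+ cells, and was 2.25-fold higher in CD44+/CD24- cells (log2 fold change 1.17, standard error 0.06, adjusted p = 5.4e-06). TWIST1 had a signal of 5622 ± 772 (SD, n = 4) in CD44+/CD24- cells and 3289 ± 254 (SD, n = 4) in CD44-/CD24+ cells, a difference under 2-fold (log2 fold change 0.77, standard error 0.11).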

TWIST2, SLUG, and ZEB-2 were also identified in our study to be elevated in CD44+/CD24- cells (Table 1). We observed enhanced expression in CD44+/CD24- cells of an additional 29 genes that have been associated with EMT. Pathway analysis suggested that expression and/or activity of 27 of these genes are linked (Figure 3A). However, not all genes involved in EMT are likely to have the ability to induce the CD44+/CD24- phenotype. We had previously demonstrated that MCF-10A cells overexpressing constitutively active p65 undergo EMT, which is accompanied by upregulation of ZEB-1 and ZEB-2 [40]. However, MCF-10A cells overexpressing p65 displayed a CD44+/CD24+ phenotype, suggesting that ZEB-1 and ZEB-2-mediated EMT did not involve generation of CD44+/CD24- cells. Nonetheless, p65 overexpressing CD44+/CD24+ cells may have stem cell like properties similar to MCF-7-SLUG cells. In this respect, it has recently been demonstrated that SRC-mediated transformation of MCF-10A cells involves the NF-κB-Lin28B-let7-IL-6 axis and this signaling axis generates cancer cells with stem cell like properties [55]. Thus, it is likely that cells with the CD44+/CD24- and CD44+/CD24+ phenotype have stem cell like properties at least based on the mammosphere assay. Clinical prognostic studies using CD44 and CD24 as markers may have to consider both cell types. Since MCF-10A cells that have acquired an EMT phenotype without co-expressing an oncogene such as SRC and Ras or the cytokine IL-6 are not tumorigenic [55], we did not characterize MCF-10A-SLUG or MCF-10A-p65 cells in xenograft models for CSC behavior.

Although SLUG was thought to function in a redundant manner with SNAIL, several recent studies suggest unique functions for SLUG. For the following reasons SLUG appears to be much more relevant for generating breast cancer cells with a CSC phenotype than SNAIL: 1) SLUG is downstream of Notch1 and Jagged 1 and is essential for Notch1:Jagged 1 mediated EMT, tumor growth, and metastasis [56]; 2) Jagged 1 expression in primary breast cancer correlates with SLUG but not SNAIL expression [56]; 3) SLUG expression correlates with poor breast cancer prognosis [57]; 4) SLUG but not SNAIL or TWIST is expressed in ES cells and is part of the ES cell signature activated in several cancer cells [58,59]; 5) SLUG contributes to the function of the stem cell factor c-kit signaling pathways [60]; c-kit is overexpressed in basal breast cancers, which are also predominantly of CD44+/CD24- phenotype [21,61]; 6) E-cadherin, whose experimental depletion in mammary epithelial cells leads to generation of CSC-like cells [62], represses SLUG but not SNAIL or TWIST expression [56]; 7) SLUG is a potent repressor of the tumor suppressor p53 and deregulation of p53 activity is often observed in breast cancers [63]; 8) SLUG-/- embryonic fibroblasts show reduced expression of several genes linked to self-renewal and chromatin remodeling [64]; 9) SLUG confers resistance to radiation, a characteristic of CD44+/CD24- cells [65,66]; 10) SLUG but not SNAIL expression, is linked to ductal development in the breast including tubule maintenance or growth within invasive ductal carcinoma [67]; and 11) SLUG is highly expressed in basal type breast cancers, which also tend to express higher levels of stem cell-associated genes [20,51,68]. These observations along with the results of this study highlight critical role of SLUG in breast cancer.

Gli-2, a hedgehog pathway mediator linked to EMT [69], failed to alter the CD44 and CD24 phenotype of MCF-10A cells. This is somewhat surprising considering previous reports showing elevated expression of Gli-2 in primary mammary stem/progenitor cells and its association with increased mammosphere-forming ability [16]. Overall our results raise two important issues: 1) not all EMT associated genes can induce the CD44+/CD24- phenotype when overexpressed; and 2) not all breast epithelial subtypes (luminal versus basal) acquire a subpopulation of cells with the CD44+/CD24- phenotype upon overexpression of EMT-associated genes. In this respect, our results agree with the observation that primary breast cancers expressing EMT markers are predominantly of basal-like phenotype [47,51].

The ability of only a few EMT-associated genes to induce the EMT phenotype and upregulate the expression of genes linked to the CD44+/CD24- phenotype suggests that genes with this dual capacity have stronger transcriptional activity, and in particular target chromatin modifying genes. Several chromatin modifying genes including HMGA2, EPC2, CBX6, SMARCA1, and SMARCA3 showed increased expression in CD44+/CD24- cells (Additional file 2, Table S2). 

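All 5 genes were higher in CD44+/CD24- cells, also when adjusted over the list alone, but the study chose them on these samples, so this is not independent evidence. HMGA2, a protein that bends DNA, was 24.5-fold higher, at a signal of 9446 ± 157 (SD, n = 4) in CD44+/CD24- cells and 388 ± 40.8 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 4.61, standard error 0.08, adjusted p = 5.9e-08). SMARCA1, an ATPase that moves nucleosomes, was 10.5-fold higher and the polycomb protein CBX6 4.91-fold higher. SMARCA3 (HLTF) was 3.37-fold higher (log2 fold change 1.75, standard error 0.07). EPC2, at a log2 fold change of 1.01 (standard error 0.09, adjusted p = 9.3e-05), lay at the 2-fold limit and was under it without CD44+/CD24- replicates 1 (0.98) and 3 (0.97) and without CD44-/CD24+ replicates 1 and 4 (0.99 in both). The list was higher by camera (adjusted p = 1.2e-04), but not with an estimated correlation (adjusted p = 0.062).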

Future studies focusing on these genes may help to identify drugs that target the CD44+/CD24- subpopulation of cancer cells, as has been demonstrated recently using human mammary epithelial cells depleted of E-cadherin or overexpressing TWIST [62].

## Conclusions

In this study, we have demonstrated increased expression of 32 EMT- associated genes in breast epithelial cells with a CD44+/CD24- phenotype compared to CD44-/CD24+ phenotype. Among these genes, SLUG was able to convert CD44-/CD24+ cells to CD44+/CD24- or CD44+/CD24+ cells, depending upon the cell line. Treatment with TNF also could induce the CD44+/CD24- phenotype, further supporting a role for the microenvironment in generating cells with stem cell phenotype.

## List of abbreviations

ALDH1: Aldehyde dehydrogenase 1; αSMA: Alpha Smooth Muscle Actin; CSC: Cancer stem cells; CTGF: Connective tissue growth factor; CDH1: E-cadherin; EMSA Electrophoretic mobility shift assay; EMT: Epithelial to mesenchymal transition; FSH: Follicular stimulating hormone; GEO: Gene Expression Omnibus; HGF: Hepatocyte growth factor; MAS5: MicroArray Suite 5; PDGF: Platelet derived growth factor: RT-PCR: Reverse transcription polymerase chain reaction; SIP1; Smad-Interacting Protein; TGFβ: Transforming growth factor beta; TNF: Tumor necrosis factor.

## Competing interests

HN, SB and Indiana University have submitted a patent application for ANTXR1, which is expressed at higher levels in CD44+/CD24- cells, as a marker and target for breast cancer stem cells.

## Authors' contributions

PBN performed most of the experiments described in the manuscript including generating cell lines and RT-PCR. HA did mammosphere assays and RT-PCR. CB and EFS designed and performed several flow cytometry assays. PF did RT-PCR studies, whereas SB did H&E analysis of 3 D cultures and writing the manuscript. RG provided primary tumor samples, which were analyzed as part of this study and participated in the design of the study. HN was responsible for designing experiments, flow cytometry, and writing the manuscript. All authors have read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/10/411/prepub

## Supplementary Material

Additional file 1 **Table 1: List of primers used for RT-PCR**. This file contains sequence of primers used for polymerase chain reactions. Click here for file

Additional file 2 **Table 2: List of genes differentially expressed in CD44+/CD24- and CD44-/CD24+ subpopulation of MCF-10A cells**. This files contains list of genes that showed statistically significant difference in expression (p < 0.001, ≥ 2-fold change) between CD44+/CD24- and CD44-/CD24+ cells. Fold change in negative value corresponds to genes expressed at higher levels in CD44+/CD24- cells and in positive values corresponds to genes expressed at higher levels in CD44-/CD24+ cells. 

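Table S2 lists genes by an accession number with a signed fold change. The copy used here holds 1998 of its 2034 entries, and 36 entries were not used here. Of the entries held, 1145 are higher in CD44+/CD24- cells and 1565 could be paired with a single probe set of the arrays through the accession. For every paired entry, the fold change of Table S2 lay within 1% of the ratio of the arithmetic means of the deposited signals, in the same direction. With the methods' t-test on log2 signals, 1539 of them had a p under 0.001, and 1563 passed the filter on low signals used here.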

Click here for file

Additional file 3 **Figure S1: Ingenuity pathway analysis of genes expressed at higher levels in CD44+/CD24- cells**. The majority of genes in this pathway are linked to signaling by follicular stimulating hormone (FSH). Shaded symbols indicate genes that are expressed at higher levels. Click here for file

Additional file 4 **Figure S2: Ingenuity pathway analysis of genes expressed at higher levels in CD44+/CD24- cells**. The second signaling network links highly expressed genes in CD44+/CD24- cells to ERK and human chorionic gonadotropin (hCG) signaling. Click here for file

Additional file 5 **Figure S3: Ingenuity pathway analysis of genes expressed at higher levels in CD44+/CD24- cells**. The third signaling network links highly expressed genes in CD44+/CD24- cells to p38, JNK and interferon alpha. Click here for file

Additional file 6 **Figure S4: Ingenuity pathway analysis of genes expressed at higher levels in CD44+/CD24- cells**. The fourth signaling pathway links highly expressed genes in CD44+/CD24- cells to NF-κB. Click here for file

Additional file 7 **Figure S5: Ingenuity pathway analysis of genes expressed at higher levels in CD44+/CD24- cells**. The fifth signaling pathway links highly expressed genes in CD44+/CD24- cells to BRCA1 and estrogen receptor (ESR1). Click here for file

Additional file 8 **Figure S6: Ingenuity pathway analysis of genes expressed at lower levels in CD44+/CD24- cells compared to CD44-/CD24+ cells**. Genes in this network are linked to hCG and FSH Click here for file

Additional file 9 **Figure S7: Ingenuity pathway analysis of genes expressed at lower levels in CD44+/CD24- cells compared to CD44-/CD24+ cells**. Genes in this network are linked to NF-κB and IL-12 Click here for file

Additional file 10 **Figure S8: Ingenuity pathway analysis of genes expressed at lower levels in CD44+/CD24- cells compared to CD44-/CD24+ cells**. Genes in this network are linked to PI3 kinase/AKT Click here for file

Additional file 11 **Figure S9: Ingenuity pathway analysis of genes expressed at lower levels in CD44+/CD24- cells compared to CD44-/CD24+ cells**. Genes in this network are linked to multiple signaling molecules including growth hormone (GH1) and GRB2. Click here for file

Additional file 12 **Figure S10: Ingenuity pathway analysis of genes expressed at lower levels in CD44+/CD24- cells compared to CD44-/CD24+ cells**. Genes in this network are linked to ERBB2 and TGFβ1. Click here for file

Additional file 13 **Figure S11: The effect of Gli-2 and SATB1 overexpression on CD44 and CD24 cell surface expression**. This figure shows the inability of Gli-2 and SATB-1 to alter cell surface CD44 and CD24 expression profile, mammosphere formation, and EMT-associated gene expression. Click here for file

Additional file 14 **Legend for figures and table in additional files**. This file provides detailed legend for all figures and tables, particularly Figure S11. Click here for file

# Supplementary material for: SLUG/SNAI2 and Tumor Necrosis Factor Generate Breast Cells With CD44+/CD24- Phenotype
**Source:** BMC Cancer. 2010 Aug 6;10:411. doi: 10.1186/1471-2407-10-411
**Supplement:** Additional file 1 — Table 1: List of primers used for RT-PCR. This file contains sequence of primers used for polymerase chain reactions.

**Table S1:** Sequences of primers used for RT-PCR and/or qRT-PCR

| Gene Name | Forward | Reverse |
| --- | --- | --- |
| 36B4 | TCGACAATGGCAGCATCTAC | GCCTTGACCTTTTCAGCAAG |
| ESE1 | CTGAGCAACCCCAGATGTC | ACCAGACGCAGCTCCTCAAG |
| FOXC2 | TGAAGCCGCCCTACAGCTAC | GCACTCGTTGAGCGAGAGGT |
| WNT5B | CTTCGCCAAGGAGTTTGTGG | CGCGCTGTCGTACTTCTCCT |
| SLUG | TTTCTGGGCTGGCCAAACATAAGC | ACACAAGGTAATGTGTGGGTCCGA |
| GLI2 | CACCAACCAGAACAAGCAGA | ACCTCAGCCTCCTGCTTACA |
| BMI-1 | CCAGGGCTTTTCAAAAATGA | CCGATCCAATCTGTTCTGGT |
| NANOG | CAAAGGCAAACAACCCACTT | TCTGCTGGAGGCTGAGGTAT |
| FHL-1 | AGCAAGTCATCGGGACTGGA | GTCCTCCACAGCGGTGAAAC |
| ST14 | AGGCTCAAGCGCATCATCTC | CGGATCTCACCCTTTTGCAG |
| SATB-1 | AAGCCTTTGGAGCAACAGGTTTCG | ATTCGGTCTCTTTCAGCTTCCGGT |
| NOTCH3 | TGTGGACGAGTGCTCTATCG | AATGTCCACCTCGCAATAGG |
| ETV5 | CCAAGATCAAACGGCAGCTG | GCCTGAGGTGGGGGAAATAC |
| KLK7 | AAACGCCTGCAATGGTGACT | TGGCGTTAGCGATGCTTTTT |
| HMGA2 | CAACAGTCCCTCTAAAGCAGCTCA | TTCGGCAGACTCTTGTGAGGATGT |

# Supplementary material for: SLUG/SNAI2 and Tumor Necrosis Factor Generate Breast Cells With CD44+/CD24- Phenotype
**Source:** BMC Cancer. 2010 Aug 6;10:411. doi: 10.1186/1471-2407-10-411
**Supplement:** Additional file 14 — Legend for figures and table in additional files. This file provides detailed legend for all figures and tables, particularly Figure S11.

**Legend for supplementary data:**

**Figure S1-5:** Ingenuity pathway analyses of genes expressed at higher levels in CD44+/CD24- cells compared to CD44-/CD24+ cells.

**Figure S6-10:** Ingenuity pathway analyses of genes expressed at lower levels in CD44+/CD24- cells compared to CD44-/CD24+ cells.

**Figure S11** Gli-2 and SATB-1 fail to alter CD44 and CD24 cell surface profile. A) CD44 and CD24 cell surface expression profile in pcDNA3 (control vector) and Gli-2 expressing MCF-7 and MCF-10A cells. A modest increase in CD44+/CD24+ cells among MCF-10A-Gli-2 cells is not reproducible. B) MCF-7pcDNA3 and MCF-7-Gli-2 cells give rise to similar number of mammospheres with similar size. C) Gli-2 overexpression did not alter the expression levels of EMT markers in MCF-7 cells. D) SATB-1 fails to alter the CD44 and CD24 profile of MCF-7 cells. E) Gli-2 and SATB-1 levels in overexpressing cells, as assessed by RT-PCR and gel electrophoresis.

Table S1: Sequence of primers used in RT-PCR assays.

Table S2: Differentially expressed genes in MCF-10A CD44+/CD24- and CD44-/CD24+ subpopulation. Numbers with negative values are elevated in CD44+/CD24- cells, whereas numbers with positive values are elevated in CD44-/CD24+ cells.

How the deposited data were processed for this re-analysis (not part of the article)

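RNA expression was measured in 8 samples of the human breast epithelial line MCF-10A, 4 sorted as CD44+/CD24- and 4 sorted as CD44-/CD24+, on Affymetrix whole-genome arrays after labelling by a single cycle of in vitro transcription, with 1 array per sample. The authors extracted the signals with MAS5 and deposited 1 intensity per probe set and array on a linear scale. Every array had been scaled to a common mean, computed without the lowest and highest 2% of signals. The deposited intensity values carry no log, no centring of genes and no ratio between samples. The version of the MAS5 software is not given in the sources used here. Present and absent calls were not used here. All 8 value columns were used.

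All calculations were made in R 4.3.3 with limma 3.58.1 on the log2 of the signals, without further normalization. Control probe sets (62 of 54675) were left out. A probe set was kept when its signal was above the median of the array on at least 2 of the 4 arrays of a population, a filter that stands in for the present calls of the methods. The populations were compared with limma (linear model with empirical Bayes variances, two-sided), and p-values were adjusted by the Benjamini-Hochberg method over the 30658 probe sets kept. A call needed an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. Of the probe sets other than controls, 41091 name a single gene, 1801 name several and 11721 name none, and only the first kind was used for genes, with the probe set of highest mean log2 signal standing for its gene. Gene names are those of the annotation supplied with the values, and 0 symbols were changed through the gene identifier. No genome build is named by the values, so positions were not used. Where a population lay at or under the array median on all 4 arrays, signals under the median were raised to it and the fold was given as a lower bound. Single genes were also compared by an exact two-sided permutation test of the 8 signals.

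Gene lists were tested with camera of limma at a preset correlation of 0.01 between genes, adjusted over 23 lists, with an estimated correlation and with fry as alternatives. Members called were also counted when adjusted over the list alone. The lists are the genes of Table 1, transcription factors of EMT, epithelial transcription and splicing factors, epithelial junctions and polarity, keratins, hemidesmosome and laminin-332, kallikreins, collagens and extracellular matrix, contractile and mesenchymal cytoskeleton, TGF-beta signaling, NF-κB target genes, interferon response, Hedgehog, Wnt and Notch pathways, stem and progenitor cell markers, ErbB receptors and ligands, proliferation, the chromatin modifiers and the surface molecules named in the discussion, and markers of luminal mammary cells, fibroblasts, endothelial cells and blood cells, and the genes of 9p21 that MCF-10A cells lack. The lists and the choice of test, filter and thresholds were fixed before the data were examined, but the genes of Table 1, the chromatin modifiers and the surface molecules had been chosen by the study on these samples, and the other lists were written after Table S2 had been read. The genes named are the 10 called higher and the 10 called lower with the largest lower bound of the fold and no overlap between populations, the genes that the paper names for these populations, up to 4 called members of each list with the largest change together with members called in the opposite direction, and CD44, CD24, NANOG, BMI1, SNAI1, TWIST1 and GLI2. The values of Tables 1 and S2 had been seen when this rule was written. Where a list had 5 or fewer members that were not called or moved in another direction, those outside the rule were named after their values were seen. BMI1 and FHL1 were not analysed here, since no probe set names them alone, and the same holds for other members of the lists such as KRT6A, KRT17 and TP63.

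The alternatives were quantile normalization, median centring, a pseudocount of 16, a floor at the array median, no filter, a filter on all 4 arrays of a population, a filter at the 70th percentile, empirical Bayes with trend and robust variances, the methods' t-test with an unadjusted p under 0.001 or with adjustment, no minimum fold, the ratio of arithmetic means, the mean of a gene's probe sets, the probe set with the largest fold, the replicate number as a block, and each array left out in turn. Leaving out a pair of arrays with outlying spike controls, leaving the sorting markers CD44 and CD24 out of the stem and progenitor list, and taking the probe set of Table S2 with the ratio of arithmetic means, were added after seeing the data. The replicate numbers did not pair the arrays of the populations, since the correlation between arrays of the same number, after each population's mean was removed, was at most 0.0378. The steps were tested on simulated data for 30658 probe sets with the spread of these arrays. In the simulated comparison of CD44+/CD24- with CD44-/CD24+ arrays, limma called 96% of 100 probe sets changed by a log2 fold of 1.5 and 100% of those changed by 3, with 6 false calls. The ratio of 3' to 5' signal of GAPDH was 0.879 to 0.963 and that of ACTB 1.18 to 1.29 over the 8 arrays.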

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

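The tests of fibroblast markers, 9p21 genes, keratin levels and CD44 probe sets below were chosen, with their limits, only after the results were seen.

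Matrix and mesenchymal genes were higher in CD44+/CD24- cells, with a mean signal of 19271 for COL1A2, 64627 for DCN and 49349 for COL1A1, and the state of the sorted population is set beside a mesenchymal cell of another kind in its cultures, such as fibroblasts, which the sort would not remove if they carry CD44 and lack CD24. Of 15 listed fibroblast markers, 4 were not called higher (THY1 lower, DDR2 and FAP not called, MFAP5 under the filter), but 8 of the list are also genes of the matrix or Table 1 lists, so the count does not separate the explanations. Cells of another line that kept the 9p21 genes were tested by 11 probe sets of MTAP, CDKN2A and CDKN2B. Of these, 8 lay at or under the array median on every CD44+/CD24- array, and 2 lay above it on all 4 CD44+/CD24- arrays. The 2 above it were a probe set of CDKN2A, with a mean of 209.7 against 251 in CD44-/CD24+ cells, and a probe set of MTAP, with 193 against 65.8. Such low signals leave this explanation open. A change in the sorted cells and another mesenchymal cell therefore cannot be told apart for these genes by these values.

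All 10 measured keratins, the intermediate filaments of epithelial cells, which the paper does not discuss, were lower in CD44+/CD24- cells (camera, adjusted p = 2.9e-06, and 0.086 with an estimated correlation, the same 10 when adjusted over the list alone), yet 6 of them lay above the array median on all 4 CD44+/CD24- arrays. KRT5 had a signal of 683 ± 74.9 (SD, n = 4) there and 37764 ± 2991 in CD44-/CD24+ cells, KRT15 was 106-fold lower, KRT16 44.1-fold, KRT23 at least 2.68-fold and KRT19 at least 1.14-fold, and the list had a median log2 fold change of -3.60, or -2.32 with genes at their bound. CD44-/CD24+ cells carried into the cultures would leave each epithelial transcript near or under their share, which CDH1 puts at no more than 0.522% (SD 0.141) of the CD44-/CD24+ level, and the limit was this share plus its SD times 3.97, the 95th percentile of the ratio between the levels left by 2 probe sets of the same gene, over 41 genes at least 4-fold lower. Those 6 keratins, a set chosen by the signal left, stood at a median of 20.1% (8.57% over all 10), and 4 of them (KRT7, KRT8, KRT14 and KRT18) were above the limit, which argues against such cells as the whole source of the signal of these 4. KRT5, at 1.8%, and KRT15 lay above the share plus its SD but under the limit of 2.63%, so carried cells stay open there, while expression by CD44+/CD24- cells stays open as a hypothesis and signal shared between keratin probe sets was not tested.

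The populations were sorted on CD44, but the CD44 transcript was under 2-fold apart (log2 fold change 0.68). A saturated signal of the brightest probe set would let the dimmer ones show a change of 2-fold or more. The 8 dimmer probe sets had a median log2 fold change of 0.12, from -2.08 to 0.54, which argues against saturation. A larger difference in the surface protein than in the transcript, a change during the culture after the sort, and splice forms that probe sets read apart stay open and were not tested.

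Of 14 measured epithelial transcription and splicing factors, 9 were lower in CD44+/CD24- cells and none was higher, a list of which the paper names ELF3 and, as part of a network, AP-2 (the counts were the same when adjusted over the list alone, camera adjusted p = 1.4e-05).

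Of 17 measured genes of the interferon response, 11 were called, 7 higher and 4 lower in CD44+/CD24- cells (also when adjusted over the list alone), and the paper, which links genes higher in CD44+/CD24- cells to a network with interferon alpha, does not name them.

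In 19 of 272 groups of 4 arrays, over 136 named genes, the highest or lowest array stood apart from the nearest other array by a share of the group's range above Dixon's critical value, where chance gives about 13.6. CD44-/CD24+ replicate 3 stood apart in 7 of these, low for ANTXR1 (0.865 of the range), CDH2 (0.886), HBEGF (0.893), TGFB1 (0.879) and TWIST2 (0.96), and high for KRT5 (0.905) and LRP1 (0.955). CD44-/CD24+ replicate 1 was low for CLDN1 (0.845), CSF1R (0.881) and SMURF2 (0.85), and replicate 4 was low for KRT19 (0.87). CD44+/CD24- replicate 4 was high for CXCL2 (0.969) and JAK2 (0.94), whose log2 fold change without it was 0.97, under the 2-fold limit, and low for ESRP1 (0.851) and KRT5 (0.895). CD44+/CD24- replicate 1 was low for ITGB1 (0.865) and high for TNC (0.884), replicate 2 was high for JAG2 (0.87) and replicate 3 was low for MYLK (0.893).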

How the results depend on the processing

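Leaving out both arrays with outlying spike controls, leaving CD44 and CD24 out of the stem and progenitor list, and the probe set of Table S2 with the ratio of arithmetic means, were chosen after seeing the data, and the other alternatives before.

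The real split called 5537 probe sets and 2562 genes, and the highest of the other splits of the 8 arrays into 4 and 4 called 1 probe set and 1 gene, so 1 of 35 splits reached the real count and chance in the grouping of these 8 arrays can be excluded, but not variation between cultures or sorts, since it is not known whether the 4 samples of a population were separate cultures. Without 1 array, 1313 to 1405 genes were higher, 1130 to 1197 were lower and 5291 to 5437 probe sets were called. Without both arrays with outlying spike controls (CD44-/CD24+ replicates 2 and 3), the counts were 1402 genes higher in CD44+/CD24- cells and 1057 genes lower in CD44+/CD24- cells. Of 136 named genes, 101 kept their call and direction under every alternative, set before the data were examined, that tested them, apart from no minimum fold, which was not counted and adds calls by construction. The replicate number as a block kept the call of all 136 named genes and ended only the call of the ErbB list (adjusted p = 0.058). Quantile normalization and median centring changed no list, and ended the calls of EPC2 and JAK2, and under median centring of MAP4K4, all at the 2-fold limit. A floor at the array median ended those of BDNF, DKK2, KDR, KRT19, PTPRC and XAF1, which have a population at or under it on all 4 arrays so that the floor by construction shrinks their fold, and that of THY1 (-0.60), with 1 CD44+/CD24- array above it. Signals at or under the array median limit the fold to a bound for 602 called genes. Except where construction shows it, the cause was not tested for any change that follows.

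With the methods' t-test at an unadjusted p under 0.001, 833 genes were higher, 725 lower and 2886 probe sets called, and the call of 23 of the 136 named genes ended, namely AGR2, BDNF, CD14, CSF1R, DKK3, EPHA4, EPHA5, EREG, ESRP1, HBEGF, HES1, HHIP, IFIT1, KLK8, KRT19, KRT23, NID2, NOTCH3, PECAM1, PTPRC, THY1, WNT5B and XAF1. Each gene was tested there by the probe set that stands for it, and its other probe sets were not counted. With adjustment of this test, BDNF, PTPRC, THY1 and XAF1 lost their call. With no minimum fold, 3429 genes were higher, 3763 lower and 14735 probe sets called, by construction, and 5 members were called in the hemidesmosome list, 19 in TGF-beta signaling, 9 in NF-κB targets and 15 in proliferation. With a filter at the 70th percentile 3509 probe sets were called, fewer being tested, with 7 interferon members and 1 endothelial member, and the interferon (adjusted p = 0.10), Hedgehog, Wnt and Notch (0.092) and ErbB (0.091) lists lost their call. The floor left 1 endothelial member and ended the ErbB call (0.050), as did trend and robust variances (0.051). The pseudocount called 1 member of the 9p21 list and ended the calls of JAK2 (0.98) and THY1 (-0.97). THY1 also lost its call without a filter (adjusted p = 0.055) and by the ratio of arithmetic means (-0.99), and XAF1 with trend and robust variances (adjusted p = 0.10). Without a filter the probe set with the highest mean became another for DKK2 (-1.51) and XAF1 (0.16), whose direction reversed, the Hedgehog, Wnt and Notch list lost its call (0.061) and stem and progenitor cell markers were lower (0.030). With a filter on all 4 arrays the Hedgehog, Wnt and Notch list also lost it (0.056).

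With the mean of a gene's probe sets CD44 was reversed (-0.0709), DAB2 (0.73) and MAP4K4 (0.74) lost their call, the interferon (0.051) and ErbB (0.13) lists lost their call, stem and progenitor cell markers were lower (0.042) and 2 proliferation members were called. With the probe set of largest fold CD44 was reversed (-2.08), stem and progenitor cell markers were lower (0.025), the ErbB (0.13) and proliferation (0.066) lists lost their call and 3 proliferation members were called. With an estimated correlation the adjusted p was 0.088 for EMT transcription factors, 0.086 for keratins, 0.090 for kallikreins, 0.090 for TGF-beta signaling, 0.20 for interferon, 0.16 for Hedgehog, Wnt and Notch, 0.12 for ErbB, 0.34 for proliferation, 0.062 for chromatin modifiers and 0.076 for luminal markers, and the other lists called by camera stayed called. By fry the hemidesmosome (0.043) and stem and progenitor (5.2e-06) lists were called. Without CD44 and CD24, 5 stem and progenitor members were called, and the list was not called by camera (0.23), nor with the mean of a gene's probe sets (0.14) or the probe set of largest fold (0.20). Without these markers the list was still lower with no filter (0.025) and by fry (3.0e-05). Without 1 array, members called were 2 to 4 in the hemidesmosome list and 0 to 1 in the 9p21 list, and the adjusted p of a list was 0.021 to 0.066 for interferon, 0.018 to 0.11 for Hedgehog, Wnt and Notch and 0.025 to 0.062 for ErbB.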

Differences from the paper's values

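The probe set of Table S2 with the ratio of arithmetic means was chosen after seeing the values, and every other alternative named here was set before the data were examined. A fold is taken to differ from the paper's when the 2 are more than 1.5 times apart and apart by more than the SD of the fold here, and a lower bound only when it is above 1.5 times the paper's, so a bound that lies lower leaves the comparison open.

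For FGFR1 the paper's fold in Table 1 is 2.6 and the fold here was 1.55, with no difference by this rule under the mean of probe sets (1.78, still under 2-fold) or the probe set of largest fold (2.62), but under none of the other alternatives set before. For FYN the paper gives 10.1 and the fold was 4.13, and the probe set of largest fold (at least 5.51-fold) and the mean of probe sets (at least 3.18-fold) gave bounds that leave it open, while the others differed. For POSTN the paper gives 81.7 against 33.3 here, with no difference under the probe set of largest fold (81.8) and only a bound under the mean of probe sets (at least 8.66-fold), while the others differed. For WNT5B the paper's 60.1 stands against 5.58, and the filter at the 70th percentile, a floor and the probe set of largest fold (at least 7.44-fold in all 3) and the mean of probe sets (at least 6.45-fold) gave bounds that leave it open, while the others differed. ZEB1 had 27.8 in the paper and 42.6 here (SD 9.99), and the values did not differ with a pseudocount (37.7), a floor (38.6), without CD44+/CD24- replicate 2 (41.3) or without CD44-/CD24+ replicate 3 (38.0), the mean of probe sets (at least 10.2-fold) leaves it open, and the others differed. ZEB2 had 8.3 in the paper and 4.22 here, with no difference under a floor (6.95), with the probe set of largest fold (8.46) or without CD44-/CD24+ replicate 4 (8.12), but under no other. With the probe set of Table S2 and the ratio of arithmetic means, chosen after seeing the values, the ratio was 2.61 for FGFR1, 10.1 for FYN, 60.0 for WNT5B, 27.9 for ZEB1 and 8.26 for ZEB2, and of 25 genes of Table 1 with such a probe set 24 lay within 5% of the paper's fold. For FYN, WNT5B and ZEB1 this probe set has CD44-/CD24+ cells at or under the array median on all 4 arrays, so the fold itself is bounded only, at 5.51, 7.44 and 16.1.

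For IL1RL1 the text of the paper gives 64-fold and elsewhere at least 10-fold, and the fold here was 4.19. With the probe set of largest fold it was at least 10.7-fold, as it was with a floor, a bound that reaches the paper's second statement and leaves the first open. The mean of probe sets gave at least 7.82-fold, which leaves both open, and the other alternatives set before differed from both. For ITGB1 the paper's Table S2 gives 3.18 and the fold here was 1.69, and the mean of probe sets (at least 2.57-fold) and the probe set of largest fold (at least 2.87-fold) gave bounds that leave it open, while the others differed. For CD24 the paper's Table S2 gives 46.59 and the decrease here was 16.0-fold, with no difference under the probe set of largest fold (46.4) alone. The setting chosen after seeing the values gave a ratio of 64.2 for IL1RL1 (bounded at 10.7-fold), 3.18 for ITGB1 and 46.6 for CD24.

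The paper gives all genes of Table 1 as elevated, and 27 of 31 were called here. SMAD3, TCF4, FGFR1 and SMURF2 were under 2-fold, and all 4 were called with the probe set of largest fold or with no minimum fold, SMAD3 also with the mean of probe sets (1.14), and FGFR1 (1.38) and SMURF2 (1.05) with the setting chosen after seeing the values. Integrin beta 1, by western blot and under a name usual for integrin beta 3, and GLI2, by RT-PCR, are reported by the paper as higher in CD44+/CD24- cells, and neither transcript was called here, at log2 fold changes of 0.76 and 0.75, although both pass with no minimum fold and ITGB1 also with the mean of probe sets (1.72), the probe set of largest fold and the setting chosen after seeing the values (1.67). For EPHA5 the paper states a minimum fold above the bound here (at least 2.06-fold, and 1.59-fold with the mean of probe sets), which leaves it open, and the setting chosen after seeing the values gave a ratio of 25.7, over CD44-/CD24+ signals at or under the array median that bound the fold at 1.23. ST14 is given by the paper with a larger minimum than the bound here, which leaves it open, and its ratio of arithmetic means, over CD44+/CD24- signals at or under the median, was 95.9, or 340.1 for its other kept probe set. For SPARC, Table 1 gives 107.7, the ratio of arithmetic means of its second probe set (108), and Table S2 gives 185.22, that of the brighter probe set (185), both over CD44-/CD24+ signals at or under the array median. At the p-value and fold that the paper states, without its present calls, 1558 genes (2886 probe sets) were called, 833 of the genes higher in CD44+/CD24- cells, while the paper's Table S2 has 2034 entries, listed by accession and 1 fewer than its text states, and the paper's text gives 1145 genes higher in CD44+/CD24- cells.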

Other observations

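Among genes of the interferon response, IFI44L had a signal of 12239 ± 743 (SD, n = 4) in CD44+/CD24- cells and 597 ± 110.2 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 4.37, standard error 0.14), IFI44 was 9.84-fold higher and IFI6 at least 2.5-fold. IFIT1, above the array median on 1 CD44-/CD24+ array only, had a log2 fold change of 3.37, or 1.95 with signals raised to the median. The genes that were lower are the RNA sensor IFIH1 (-2.47 on the log2 scale), EPSTI1 (-1.53), the synthetase OAS3 (-1.07) and XAF1 (at least 1.09-fold). For XAF1 the populations overlapped (exact permutation test, p = 0.0571), and its call was lost without CD44+/CD24- replicates 1, 3 or 4 (fitted log2 fold change -2.01, -2.29 and -2.36) or CD44-/CD24+ replicate 2 (-2.45). The list was higher by camera (adjusted p = 0.043), but not with an estimated correlation (adjusted p = 0.20), nor without CD44+/CD24- replicates 2 (adjusted p = 0.055) or 3 (0.066) or CD44-/CD24+ replicate 1 (0.058).

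Among epithelial transcription and splicing factors, ESRP1, which directs epithelial splicing, had a log2 fold change of -7.63 (standard error 0.61), or -6.96 without CD44+/CD24- replicate 4, GRHL2, a regulator of epithelial junction genes, of -5.48 (standard error 0.27), and GRHL1 was at least 22.9-fold lower. ESRP1 lay above the array median on 1 CD44+/CD24- array only, and was at -6.86 with signals raised to the median. SPDEF, GATA3, FOXA1, GRHL3 and KLF5 were not called, with log2 fold changes from -0.90 to 0.23.

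Genes of the Hedgehog, Wnt and Notch pathways moved in both directions. Of 29 measured, 9 were higher in CD44+/CD24- cells and 4 were lower (the same when adjusted over the list alone). The Hedgehog inhibitor HHIP was at least 8.17-fold higher, at a signal of 998 ± 125 (SD, n = 4) in CD44+/CD24- cells and 38.8 ± 29.0 (SD, n = 4) in CD44-/CD24+ cells. The receptor NOTCH3 was at least 4.25-fold higher, the secreted DKK3 at least 2.89-fold and the Wnt antagonist DKK2 at least 1.26-fold, and the Notch ligand JAG1 was 2.37-fold higher. The call of DKK2 ended with a floor at the array median. Without a filter another probe set of DKK2 had the highest mean, under the median in both populations. Its log2 fold change was -1.51, which was not called. The genes that were lower are the Notch ligand JAG2, at a log2 fold change of -2.08 (standard error 0.10), the Wnt inhibitor SFRP1 (-1.87), the Notch target HES1 (-1.15) and NOTCH1 (-1.13). The list was higher by camera (adjusted p = 0.043), but not with an estimated correlation (adjusted p = 0.16), nor without CD44+/CD24- replicates 1 (0.061), 3 (0.066) or 4 (0.11) or CD44-/CD24+ replicate 3 (0.056).

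Of 6 measured genes of hemidesmosomes and laminin-332, which anchor basal cells, 2 were lower in CD44+/CD24- cells and none was higher (unchanged when adjusted over the list alone), and all 6 lay above the array median on every CD44+/CD24- array. The laminin chain LAMB3 had a log2 fold change of -1.66 (standard error 0.07) and ITGA6 was the other. CD151 (1.00), PLEC (0.92), DST (0.88) and ITGB4 (0.04) were not called, and the median of 0.46 and camera (adjusted p = 0.81) had the opposite direction to fry. The number called was 4 without CD44+/CD24- replicate 2. In the other lists, 16 of 27 genes of junctions and 6 of 14 epithelial transcription and splicing factors lay above the median on every CD44+/CD24- array. Of 10 measured luminal markers 5 were lower (KRT8, KRT18, KRT19, MUC1 and AGR2) and none was higher, also when adjusted over the list alone. MUC1, a mucin, was 4.9-fold lower, KRT8 5.47-fold and AGR2 had a log2 fold change of -3.95 (standard error 0.59), or -3.35 without CD44+/CD24- replicate 2. This list was lower by camera (adjusted p = 0.013), but not with an estimated correlation (adjusted p = 0.076).

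Of 25 measured genes of proliferation only MCM7, a subunit of the replicative helicase, was called, at a log2 fold change of -1.74 (standard error 0.09), with the same count when adjusted over the list alone. The list was lower in CD44+/CD24- cells by camera (adjusted p = 0.014, median log2 fold change -0.35), but not with an estimated correlation (adjusted p = 0.34). Of 2 measured endothelial markers PECAM1 was higher (1.27) and KDR was at least 1.93-fold lower, and of 6 blood cell markers PTPRC was at least 1.05-fold higher and CSF1R (-1.21) and CD14 (-2.13) were lower, in each case also when adjusted over the list alone. Neither list was called (camera, adjusted p = 1.00 and 0.83), and for the endothelial list the median of -0.08 and fry had the opposite sign to camera. With genes at their bound the median of the endothelial list was 0.16, the same sign as camera. Of the 9p21 genes that MCF-10A cells lack, 2 were measured and neither was called, at 0.17 for MTAP and -0.23 for CDKN2A, also when adjusted over the list alone (camera, adjusted p = 1.00, and 1 member called without CD44-/CD24+ replicate 1). Another MTAP probe set lay above the array median on all 4 CD44+/CD24- arrays. Its signal was 193 in CD44+/CD24- cells and 65.8 in CD44-/CD24+ cells. On all 4 CD44-/CD24+ arrays it lay at or under the array median, so the log2 difference of 2.09 is not a measured fold.

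ETV5, a transcription factor, had a signal of 2625 ± 129 (SD, n = 4) in CD44+/CD24- cells and 178 ± 29.6 (SD, n = 4) in CD44-/CD24+ cells (log2 fold change 3.90, standard error 0.12, adjusted p = 5.0e-07), and ANTXR1, a receptor that binds collagen, was 4.25-fold higher in CD44+/CD24- cells. Integrin beta 1 (ITGB1) had a signal of 61193 ± 4870.0 (SD, n = 4) in CD44+/CD24- cells and 36333 ± 4710.5 (SD, n = 4) in CD44-/CD24+ cells and GLI2, a transcription factor of the Hedgehog pathway, of 385 ± 72.7 (SD, n = 4) in CD44+/CD24- cells and 230.1 ± 51.7 (SD, n = 4) in CD44-/CD24+ cells (standard errors 0.11 and 0.21 on the log2 scale, adjusted p = 9.5e-04 and 0.018). NANOG was under the filter by both of its probe sets, at 59.6 ± 37.9 (SD, n = 4) in CD44+/CD24- cells and 6.13 ± 3.01 (SD, n = 4) in CD44-/CD24+ cells for the first and at 43.9 ± 20.4 (SD, n = 4) in CD44+/CD24- cells and 60.5 ± 43.5 (SD, n = 4) in CD44-/CD24+ cells for the second. BMI1 and FHL1 were not analysed here. The spike control CreX had a signal of 38446 in CD44-/CD24+ replicate 2 and 74588 in CD44-/CD24+ replicate 3, against 50730 to 58850.5 on the other arrays, and BioB of 709 and 1711 on those arrays.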
